# Analysis of cerebrovascular dysfunction caused by chronic social defeat in mice

**DOI:** 10.1016/j.bbi.2020.05.030

**Published:** 2020-05-12

**Authors:** Michael L. Lehmann, Chelsie N. Poffenberger, Abdel G. Elkahloun, Miles Herkenham

**Keywords:** Inflammation, Neuroimmune, Blood-brain barrier, Endothelia, Cerebrovasculature, Leukocyte, Angiogenesis, Fibrinogen, Psychosocial stress, Depression

## Abstract

Psychological stress and affective disorders are clinically associated with hypertension and vascular disease, but the biological links between the conditions have not been fully explored. To examine this relationship, we used chronic social defeat (CSD) stress, which produces anxiety-like and depressive-like behavioral declines in susceptible mice. In such mice, CSD also produces cerebrovascular microbleeds in scattered locations. Here, we showed further evidence of vascular pathology and blood–brain barrier breakdown by visualizing plasma immunoglobulins and erythrocytes within the parenchyma and perivascular spaces of CSD brains. To further characterize the impact of stress on the cerebrovasculature, brain endothelial cells (bECs) were isolated, and global gene expression profiles were generated. Bioinformatic analysis of CSD-induced transcriptional changes in bECs showed enrichment in pathways that delineate the vascular response to injury. These pathways followed a temporal sequence of inflammation, oxidative stress, growth factor signaling, and wound healing (i.e., platelet aggregation, hemostasis, fibrinogen deposition, and angiogenesis). Immunohistochemical staining for markers of fibrinogen deposition and angiogenesis confirmed the existence of the markers at the sites of vascular disruptions. Recovery after CSD cessation was marked by recruitment of leukocytes perhaps participating in vascular repair. The data suggest that co-morbidity of affective disorders and vascular diseases may be attributed in part to a common link in altered endothelial cell function.

## 1. Introduction

Major depressive disorder and related psychopathologies are a leading cause of disability in the world (GDB, 2018). These disorders have a complex multifactorial etiology that includes social risk factors such as psychosocial stress (Kendler and Gardner, 2010; Keyes et al., 2011; Rice et al., 2017). The association between stress and depression can be studied in rodents using validated behavioral paradigms such as chronic social defeat (CSD) (Golden et al., 2011). These models permit study of brain circuits, responsive cell types, and molecular pathways that determine the effects of stress on behavior. Analysis of structural changes precipitated by chronic stress may point to potential therapeutic targets for treating mental disorders.

Research using CSD shows a surprising involvement of non-neuronal cells responding to chronic defeat (Bonnefil et al., 2019; Lehmann et al., 2017; Lehmann et al., 2019; Stein et al., 2017). Microglial cells, the major immune cell type, have been the focus of much attention. We recently showed that mice that are susceptible to chronic defeat (CSD-S)—that display increased anxiety and social avoidance, as opposed to mice resistant to defeat effects (CSD-R)—have increased microglial gene expression indicative of inflammation, oxidative stress, extracellular matrix remodeling, and phagocytic activity (Lehmann et al., 2018). The expression patterns suggested that CSD-S microglia respond to and/or drive blood–brain barrier (BBB) breakdown. To investigate this possibility, markers of BBB integrity were employed. Indeed, histological analyses showed that CSD caused local breaks in BBB integrity manifested as microhemorrhages, or microbleeds, selectively in susceptible mice (Lehmann et al., 2018; Menard et al., 2017). These findings support clinical research showing that stress is a risk factor for cardiovascular (Everson-Rose et al., 2014; Rosengren et al., 2004; Steptoe and Kivimaki, 2012) and cerebrovascular disease (Burrage et al., 2018).

Many factors might contribute to breakdown of BBB at the level of small cerebral vessels, including peripheral and/or central inflammation, oxidative stress, extracellular matrix degradation, and elevated blood pressure (Low et al., 2019; Ungvari et al., 2017). Such factors are prevalent in hypertension, small vessel disease, and atherosclerosis (Iadecola and Gottesman, 2019), and some are associated with psychological stress disorders (Marsland et al., 2017; Schiavone et al., 2013) and depression (Black et al., 2015; Greaney et al., 2019; Kohler et al., 2017; Salim, 2014). Endothelial cells, which line the blood vessel lumen, are the principal component of the BBB (Blanchette and Daneman, 2015). They are the main regulators of vascular homeostasis (Michiels, 2003), and they respond vigorously to injury (Eelen et al., 2015). They are thus major contributors to the production and resolution of stress-induced microbleeds in defeated animals. We undertook a transcriptomic investigation of brain endothelial cells (bECs) at multiple time points during CSD and after termination of CSD to track gene expression patterns, followed by histochemical confirmation of the significant identified events occurring in the vasculature.

## 2. Materials and methods

### 2.1. Animals

All procedures were approved by the National Institute of Mental Health Institutional Animal Care and Use Committee and conducted in accordance with the National Institutes of Health guidelines. Behavioral experiments were performed using male CD-1 retired breeder mice and 8–10 week-old male C57BL/6N mice (Charles River Laboratories). All test animals were group-housed in pathogen-free conditions in a 12-h light/dark cycle with lights off at 9:00 AM. Food and water were provided *ad libitum.* Behavioral testing was done in the dark phase under dim red lighting at approximately 40 lx.

### 2.2. Chronic social defeat (CSD)

CSD was used to model the effects of chronic psychosocial stress in mice. As in our previous studies (Lehmann et al., 2013a; Lehmann et al., 2018), an experimental C57BL/6N mouse was housed for 1, 7, or 14 days in the home cage of an aggressive, territorial male CD-1 mouse with a perforated transparent acrylic partition separating the mice. Mice were randomly assigned to each treatment group. The partition was removed for 5 min each day to allow agonistic encounters between the mice. Home cage (HC) mice were housed 2 per cage with a perforated partition permanently separating the mice. In the recovery group (CSDrec), mice were placed back in HC condition for 7 days, 2 per cage with a perforated partition permanently separating the mice, and cagemates were randomly assigned.

### 2.3. Behavioral analysis

All mice except groups receiving a single defeat were phenotyped on the day prior to experimental endpoints to map behavioral responses to stress conditions. Behavioral testing was conducted 2 h after the last defeat session for mice in CSD housing. The two tests were performed 1 h apart.

#### 2.3.1. Social interaction (SI) test.

All behavioral tests were performed as described previously (Lehmann et al., 2013a; Lehmann et al., 2018). To determine the SI quotient, the mouse was placed for 15 min in a 50 cm × 50 cm × 50 cm arena containing two perforated acrylic cylinders. One cylinder contained a CD-1 mouse and the other was empty. The position of the mouse was recorded from above and subsequently automatically analyzed with TopScan (CleverSystems, Inc., Leesburg, VA). The SI quotient was determined by dividing the time spent investigating the cylinder containing the CD-1 mouse by the time spent investigating the empty cylinder. Lower scores were indicative of asocial behavior.

#### 2.3.2 Light:dark (LD) box test.

The LD test was conducted using an acrylic box (50 cm × 25 cm with 30 cm walls) consisting of a dark (one-third of the box) and a lit (~40 lx) compartment (two-thirds of the box). An open door divided the compartments. Each mouse was placed in the light compartment and allowed to freely move within the compartments for 10 min. The time spent in the light compartment and number of crosses between the light and dark sides were scored (TopScan, CleverSystems, Inc.). Low scores were indices of anxiety-like behavior.

### 2.4. Brain endothelial cell (bEC) isolation

Sixteen h after the last defeat session, whole brain minus cerebellum, brainstem, and meninges were dissected from phenotyped HC and CSD mice perfused with 0.9% saline. CSD mice were selected that had SI and LD scores indicative of stress-susceptibility (Lehmann et al., 2018). Minced brain was added to components of the Neural Tissue Dissociation Kit (Miltenyi Biotec), including 2850 μl of Buffer X and 75 μl of Enzyme P and further minced through gentle trituration with a 1000 μl pipet tip. After 17 min incubation at 37 °C with slow rotation, 30 μl of Buffer Y and 15 μl Enzyme A were added; the mixture was triturated 10x, gently to prevent bubbles, with a 1000 μl pipet, rotated slowly for 12 min at 37 °C, passed 10 times through a 20-ga needle, and incubated for a final 10 min at 37 °C. After this step, samples were kept ice cold for the remainder of the isolation. 20 ml of cold PBS (plus Mg^+^ and Ca^++^) was added to the mixture, passed through a 70 μm filter, and pelleted at 300 g for 5 min. Myelin was removed following Miltenyi protocols (Miltneyi Biotec). The resulting cell suspension was blocked with CD16/32 (BioLegend cat #101302) and goat serum (Sigma cat #G9023) (5% each in 200 μl HBSS/0.1%BSA) for 10 min on ice, labeled with CD31 PE/Dazzle (BioLegend cat #102430) for 25 min on ice, washed, pelleted, resuspended in 1 ml HBSS/0.1% BSA and further labeled with DAPI (dead exclusion) (Thermo cat #62248) and DRAQ5 (DNA inclusion) (Thermo cat #62251). CD31^+^DRAQ5^+^DAPI^−^ single cells were isolated and captured with a FACS Aria sorter (BD Biosciences) into Trizol LS (Life Technologies cat #10296028) and stored at −80 °C for RNA isolation. Total time from perfusion to FACS collection was approx. 150 min and yielded 2 × 10^5^ viable single cells. Samples from multiple conditions were harvested on each collection day. The following number of samples were sorted and collected from each condition: HC, 9; CSD1, 5; CSD7, 5; CSD14, 8; CSDrec, 9.

### 2.5. Microarray

Samples were prepared according to Affymetrix protocols (Affymetrix, Inc.) and as described previously (Lehmann et al., 2018; Lehmann et al., 2017). RNA quality [RNA integrity number (RIN) > 9] and quantity (> 300 ng) were ensured using the Bioanalyzer (Agilent, Inc.) and NanoDrop (Thermo), respectively. Samples that fit these two criteria were considered for the microarray and then randomly selected in cases where multiple samples met criteria. 300 ng of total RNA was prepared according to Affymetrix protocols and hybridized to Affymetrix Clariom D mouse chips (cat #902513). The chips were washed and stained by the Affymetrix Fluidics Station using the standard format and protocols. Probe-level data for 29,215 mouse gene fragments per hybridized cDNA were generated using an Affymetrix Gene Chip Scanner 3000. The resulting .cel files were imported into Partek Genomics Suite version 6.6 (https://www.partek.com/partek-genomics-suite/), and Robust Multichips Analysis (RMA; part of Partek Genomics Suite software, version 6.6 beta) background correction and quantile normalization were performed. A Median Polish was done for probeset summarization, and the data were Log2 transformed. Data quality was assessed by visual inspection with a Tukey box plot, covariance-based Principal Component Analysis (PCA), scatter plot, and correlation-based Heat Map.

### 2.6. Bioinformatics analysis

#### 2.6.1. Partek.

Normalized data sets were compared in Partek by ANOVA with false discovery rate (FDR) correction (q < 0.05) to assess differential transcript expression across behavioral phenotypes. Data were visualized by heatmap with transcripts and samples organized by hierarchical clustering on log transformed and z-score transformed data. Both samples and genes were hierarchically clustered based on the Euclidean and Average Linkage method. Heatmaps (samples on rows and genes on columns) were drawn from the different clusters identified. The colors were assigned based on relative standardized expression values (mean of 0, standard deviation of 1; performed on the fly), with blue indicating low and red indicating high levels of a variable (i.e., low or high expression levels).

#### 2.6.2. Cytoscape.

Differentially expressed (DE) transcripts were revealed for each treatment condition (HC vs. CSD1, CSD7, CSD14, CSDrec) and transcripts with fold change ≥ 1.3 × than HC were imported into ClueGo (version 2.5.4) (Bindea et al., 2009) using the Cytoscape environment (3.7.1) (Shannon et al., 2003). Multiple marker lists were used for this analysis, each treatment was imported into a single list. DE transcripts were used to generate biological processes networks using gene ontology (GO) annotation from the European Bioinformatics Institute (https://www.ebi.ac.uk/GOA). The GO interval was between 3 (Min level) and 9 (Max level). The Kappa score was 0.5. For the enrichment of biological terms and groups, we used the two-sided (Enrichment/Depletion) tests based on the hyper-geometric distribution. We set the statistical significance to 0.05 for transcriptomic result, and we used the Bonferroni adjustment to correct the p-value for the terms and the groups created by ClueGO. The leading group term is based on highest significance vs. cluster. ClueGO represents the results as a network of GO terms connected with edges that reflects the relationships between the terms based on the similarity of their associated genes. This allows tools from graph theory to be used to reorganize the layout of the network to uncover communities inside GO term networks, e.g., metabolic processes or angiogenesis. Color gradients were used to reflect dominance of that node by a particular treatment, determined by the gene proportion of each treatment condition associated with the term. The percent of differentially expressed (DE) transcripts in select GO terms was calculated for each treatment condition and expressed as dominance.

Dominance(group,term)=((#genes(group,term))÷#genes(unique,term))×(1−log(#genes(total,term)÷#genes(unique,term))÷log(#genes(total,term)))×100

Representative GO terms for each community were manually curated, and Fishers Exact test was run to calculate Dominance and GO term pValue for each treatment condition to reveal changes in function over time.

#### 2.6.3. Ingenuity Pathways Analysis (IPA).

IPA was used for revealing top upstream regulators for each list of differentially expressed transcripts. Of several tools available for mining array data, IPA uses a high percentage of curation by experts for multiple sources of information (see https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/).

#### 2.6.4. Gene Set Enrichment Analysis (GSEA).

Published microarray datasets were mined to reveal phenotypes in the present dataset using GSEA (http://broadinstitute.org/GSEA) according to methods previously described (Subramanian et al., 2005). The GSEA algorithm computes a ranked list of all genes from a microarray comparison between two conditions and identifies whether individual members of an *a priori* functionally defined gene set are enriched or randomly distributed across the whole ranked gene list, using a modified Kolmogorov-Smirnov statistic and generating an enrichment score. FDR *q*-value was set at < 0.05, and statistical significance adjusted for multiple hypothesis testing was *p* < 0.05. A gene set-based permutation test of 1000 permutations was applied, and genes were ranked according to Student’s *t* statistic. All other parameters were set to GSEA defaults.

### 2.7. Immunohistochemistry

Sixteen h after the last defeat and 5 min prior to harvest, isoflurane-anesthetized mice were intravenously (*retro*-orbitally) injected with 0.1 ml DyLight 594-labeled Tomato Lectin (Vector Labs). Deeply anesthetized mice were perfused with 20 ml, 0.9% saline followed by 15 ml ice-cold 4% paraformaldehyde. Brains were removed, post-fixed overnight, followed by 25% sucrose in phosphate-buffered saline (PBS) for 24 h. Coronal brain slices (30-μm thick) were collected on a freezing microtome. Six equally distributed sections from + 1.94 to −3.40 mm relative to bregma were examined for each stain from each animal. Several protocols were utilized, and all used the following regimen: free-floating sections were washed 3x for 10 min each, blocked for 1 h at RT, incubated overnight at RT with the primary antibody at 1:1000 dilution, washed, incubated for 2 h with secondary antibody at 1:500 dilution, washed, mounted, and coverslipped with PVA-DABCO (Sigma).

For erythrocyte stains, sections were washed with 0.1% Triton X-100 in 0.1 M PBS, blocked in 4% normal goat sera (NGS), incubated overnight with rat-anti Ter119 (erythrocyte marker, Abcam cat #ab91113) followed by AlexaFluor 488 goat anti-rat IgG secondary antibody (Life Technologies cat #A11006).

In studies examining immunoglobulin G (IgG), sections were blocked in 4% NGS/1% BSA in 0.4% TX-PBS for 1 h, incubated 1:500 in AlexaFluor 488 Goat anti Mouse IgG (Life Technologies cat #A11001).

Studies examining fibrinogen and angiogenesis, sections were treated as above and then incubated with a fibrinogen antibody (rabbit anti-human fibrinogen, DAKO cat #A0080) and a combined cocktail of angiogenesis markers (CD202 cat# 124001, CD105 cat# 120401, and VEGFR2 cat #136401, all rat anti-mouse, BioLegend). Sections were washed with 0.1% Triton X-100 PBS, blocked with 5% BSA in 0.3% Tx-100/PBS, incubated overnight in 1% BSA/0.1% Triton X-100/PBS with primary antibodies, then incubated with AlexaFluor 633 goat antirabbit IgG (Life Technologies cat #A21071) and AlexaFluor 488 goat anti-rat IgG (Life Technologies cat #A11006) secondary antibodies.

### 2.8. Confocal microscope analysis

Each coronal slice of immunofluorescent stained tissue was captured in its entirety with stitching on a Zeiss 780 confocal microscope with a 10x apochromat objective. Higher quality images were captured with 20x and 40x oil objectives. To map the number and location of vascular disruptions marked by Ter119 and IgG staining in HC and CSD mice, 10x whole-slice scans were manually annotated in Zen Blue (Zeiss) by two different observers blinded to all conditions. The annotated images with mapped vascular changes were imported into Adobe Illustrator and plotted onto hand-drawn brain maps. In examination of vascular responses to CSD marked by fibrinogen or angiogenesis stains, whole-slice images were analyzed using Volocity 6.3 (PerkinElmer). The areas occupied by vascular labeling with fluorescent tomato lectin and stains of interest were subjected separately to thresholding in their respective channels. First, a threshold two standard deviations higher than the median value was applied to immunostains of interest, then the area of stain was normalized to the area of tomato lectin labeling. The % fibrinogenic + or % angiogenic + vessels were determined by dividing the area of stain by the area of tomato lectin-labeled vessels.

### 2.9. Statistics

Data were summarized as mean ± SEM, and differences among experimental conditions were considered statistically significant when the p value was ≤ 0.05. GraphPad Prism Version 7 and MS Excel Version 16 was used to analyze data using Student's two-tailed *t* tests, one-way ANOVA, simple linear regression, Pearson’s correlation coefficient test, or Fishers Exact test where appropriate to assess between-subject comparisons, for example, behavioral, transcriptional, or biological assay score. Statistical analysis for Microarray and GSEA is described above

## 3. Results

### 3.1. Behavior

Our previous work in chronically defeated animals suggested that CSD causes BBB dysfunction in a subset of mice susceptible to CSD (CSD-S) (Lehmann et al., 2018). In the current study we mapped the leakage of erythrocytes and IgG into perivascular spaces and parenchyma in CSD mice (Fig. 1) to further characterize the extent of BBB dysfunction and to determine if CSD causes cerebral microbleeds. The robust emergence of anxiety-like and asocial behaviors was observed in defeated mice, manifested by significant declines in both light:dark (LD) crossings (Fig. 1a) (t = 8.56, p = 0.0001) and social interaction (SI) ratios (Fig. 1b,c) (t = 5.37, p = 0.0001) compared to unstressed control mice (HC). These are thus categorized as CSD-S mice by the previous terminology (Lehmann et al., 2018).

### 3.2. Histology of microbleeds

Coupled with changes in behavior, significant increases in extravascular erythrocyte clusters (microbleeds) marked by Ter119 antibody were observed in CSD (0.77 ± 0.1 microbleeds/slice) versus HC brain (0.02 ± 0.02 microbleeds per slice) (t = 7.29, p = 0.0006). Microbleeds were distributed throughout brain (Fig. 1d) and were characterized by presence of small numbers of extravasated erythrocytes 10–20 μm from nearby cerebral vessels (Fig. 1e). BBB opening in CSD brain was further characterized by IgG deposition (Fig. 1f-i) in both parenchyma (Fig. 1h) and perivascular spaces (Fig. 1i). Spread of perivascular labeling of IgG appeared to be restricted in some cases (Fig. 1i) by vascular and astrocytic basement membranes, based on similar pattern of IgG deposition after injection into the subarachnoid space (Pizzo et al., 2018).

Microbleeds marked either by Ter119 or IgG, similar to those marked by FITC-dextran (Lehmann et al., 2018), were distributed stochastically across all anatomical regions.

### 3.3. Microarray analysis of brain endothelial cells (bEC)

We used microarray analysis to determine gene expression patterns in bECs isolated from mice receiving 1 (CSD1), 7 (CSD7), or 14 (CSD14) days of CSD to examine molecular events involved with microbleeds and barrier dysfunction in socially stressed mice. To gain insight in altered homeostasis and reparatory mechanism, we further examined EC expression patterns in mice receiving 7 days of HC recovery after 14 days of CSD (CSDrec). All responses were compared to HC. The experimental design is shown in Fig. 2a. 

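The array data cover 19 male mice: 4 home cage (HC) animals numbered 1, 2, 5 and 6, 3 animals after 1 day of defeat (CSD1: 4, 18, 19), 4 after 7 days (CSD7: 9, 16, 17, 25), 4 after 14 days (CSD14: 12 to 15) and 4 returned to the home cage after defeat (CSDrec: 28 to 31). Each array holds the sorted CD31 positive endothelial cells of one brain, and every stress group is compared with the same HC animals. The deposited values are log2 intensities that the authors had already corrected for background, normalized and summarized, and no further scaling was applied to them in the comparisons given first. Each of 65956 rows that are not control rows was tested with limma, with p adjusted by Benjamini-Hochberg over all rows of a comparison, and 43 gene lists were fixed before the values were seen. Expression was read against 1756 rows for olfactory, vomeronasal and taste receptors, genes with no known role in brain endothelium, whose 95th percentile was log2 3.09; 30417 rows lay above it.

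The arrays of HC animals 1 and 2 stand apart from the other 17. They separate positive from negative control rows with an area under the curve of 0.845 and 0.830, against 0.891 to 0.929 on the other arrays, and their values spread less (SD 1.58 and 1.54, against 1.72 to 1.84). Among rows above the receptor level the median difference from HC was 0.23 in CSD1, 0.22 in CSD7, 0.21 in CSD14 and 0.22 in CSDrec, and receptor rows were lower by a median of 0.15, 0.12, 0.10 and 0.09. Without HC animals 1 and 2 (left out after seeing the data) the median of expressed rows was 0.057, 0.056, 0.050 and 0.051, and changes of gene groups are given here beside that shift. Each list test asks whether a list moved more than the remaining rows, with a preset correlation of 0.01 between its genes; with a correlation estimated from these arrays no list passed in any comparison, and the lowest adjusted p was 0.60 against HC.

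**Figure D1:**
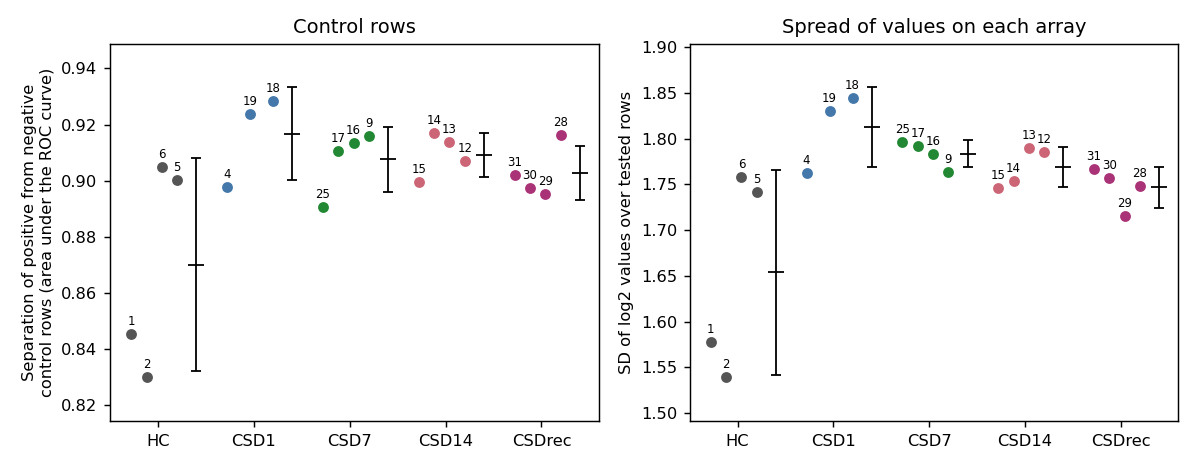
Quality of the 19 arrays. Left, area under the curve for separating 1324 positive from 5222 negative control rows; right, SD of the log2 values over the 65956 tested rows. Each point is 1 mouse with its number, grouped by condition on the horizontal axis; the black mark is the mean of the group and its error bar the SD.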

CSD caused sharp declines in light:dark crosses (Fig. 2b) and social exploration (Fig. 2c) compared to HC mice at all tested time points including mice in recovery (LD crosses; one-way ANOVA F_(3,12)_ = 45.23, p = 0.0001) (SI quotient; one-way ANOVA F_(3,12)_ = 40.3, p = 0.0001). Expanded behavioral profiles of all mice and those selected for the array experiment are shown in figure S1. Fluorescence-activated cell sorting (FACS) was used to isolate bECs from enzymatically digested and myelin-removed brain (Fig. 2d, Fig. S2). Sample purity was confirmed with signature gene analysis (Fig. 2e). Gene expression profiles of purified CD31^hi^ bECs subjected to microarray were highly enriched for established bEC signature genes including *Pltp, Slc2a1, Ly6c2, Bsg,* and *Cldn5* (http://brainrnaseq.org) (Daneman et al., 2010). 

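All 5 of these genes lie near the top of the range of log2 intensity. Averaged over the 19 arrays, Slc2a1, the glucose transporter of the barrier, reached 12.32, Ly6c2 12.07, the phospholipid transfer protein Pltp 11.94, the immunoglobulin family protein Bsg 11.78 and Cldn5, the main claudin of brain endothelial tight junctions, 10.65. A wider list of 22 endothelial identity genes, among them Pecam1, Cdh5 and Tie1, was expressed throughout, with all 22 above the level of the receptor rows. Its mean log2 value per animal was 10.11 (SD 0.14, n = 4) in HC, 10.39 (SD 0.09, n = 3) in CSD1, 10.35 (SD 0.14, n = 4) in CSD7, 10.43 (SD 0.06, n = 4) in CSD14 and 10.34 (SD 0.09, n = 4) in CSDrec. The arrays hold sorted cells alone, with no unsorted brain beside them, so enrichment over whole brain is not measured here.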

Expression levels of these genes were substantial in all conditions, and no significant differences in expression were observed across conditions. 

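Of the 5 genes, Pltp and Ly6c2 passed no test, while Slc2a1, Cldn5 and Bsg were higher than HC in at least 1 stress group. Slc2a1 rose by log2 0.43, 0.42 and 0.44 in CSD1, CSD7 and CSD14 (standard error 0.08 each, adjusted p = 0.027, 0.015 and 0.013), and in CSDrec its difference was 0.22 (adjusted p = 0.098). Cldn5 rose in CSD1 (0.52, standard error 0.15, adjusted p = 0.047) and Bsg in CSD14 (0.31, standard error 0.07, adjusted p = 0.025). Across all 5 conditions together only Slc2a1 passed the F-test (adjusted p = 0.045). Without HC animals 1 and 2, which leaves 2 controls, none of the 5 passed as higher in any group. Of the 5 differences 4, 5, 5 and 5 were still positive in CSD1, CSD7, CSD14 and CSDrec. Their medians were 0.32, 0.26, 0.28 and 0.14, against 0.38, 0.32, 0.34 and 0.22 with all HC animals. With all arrays set to one distribution 0, 0, 1 and 0 passed as higher in the same groups. The genes were chosen by the study and are not independent evidence.

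The 22 endothelial identity genes were higher as a group in each stress condition, with median log2 differences of 0.26, 0.22, 0.31 and 0.22 in CSD1, CSD7, CSD14 and CSDrec (adjusted p = 0.0012, 0.0094, 1.3e-04 and 0.0039), and lower in CSDrec than in CSD14 (-0.09, adjusted p = 0.0048). With an estimated correlation adjusted p = 0.60, 0.66, 0.60 and 0.65 against HC and adjusted p = 0.92 between CSDrec and CSD14. The fall from CSD14 to CSDrec turned to 0.016 with all arrays set to one distribution and to 0.066 with the border macrophage score as a covariate, a choice made after seeing the data. With the label number as a covariate the list lay below HC in CSDrec (-0.21) and its test pointed down in CSD7. Apart from CSD1 animal 4, no stressed animal has a label number within those of the HC animals. Values with this covariate, here and below, extend trends within groups and do not show that a stress group lies below HC. Among the larger rises in CSD14, beside that of Slc2a1, were those of the transcription factors Sox18 (0.71, standard error 0.20) and Sox17 (0.67, standard error 0.16) and the receptor Tie1 (0.43, standard error 0.11). Over all rows 5, 4, 10 and 0 members passed. Adjusted over the list alone they numbered 11, 11, 16 and 10, and 1, 1, 5 and 0 when HC animals 1 and 2 were left out.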

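Genes of T cells, oligodendrocytes and neurons sat close to the receptor level of log2 3.09: Mog averaged 3.08, Cd3e 3.09, Thy1 3.63, the astrocyte filament gene Gfap 3.85 and Ly6g6c 4.02 over 19 arrays. Of the markers the paper shows, 1 of 4 for other brain cells, P2ry12 among the 4, and 1 of 2 for blood leukocytes were higher than HC in CSD7. None passed in the other groups, or in CSD7 without HC animals 1 and 2. Of the fixed lists, the neuron, oligodendrocyte, neutrophil and lymphocyte markers did not pass in any group against HC. For the 11 lymphocyte markers adjusted p = 0.24, 0.38, 0.47 and 0.94. One neuronal gene, the stathmin Stmn2, rose by 1.11, 1.31 and 1.28 in CSD1, CSD7 and CSD14 (standard error 0.23, 0.21 and 0.21, adjusted p = 0.028, 0.015 and 0.013).

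Microglial genes were higher in all 4 stress groups. Their 19 markers had medians of 0.70, 0.77, 0.42 and 0.68 (adjusted p = 4.2e-04, 8.2e-06, 0.0078 and 1.6e-05; adjusted p = 0.60, 0.60, 0.66 and 0.60 with an estimated correlation). In CSD7 the complement gene C1qb rose by 2.30 (standard error 0.52), the protease Ctss by 1.92 (0.45), P2ry13 by 1.90 (0.41) and the growth factor receptor Csf1r by 1.89 (0.44). Over all rows 5, 15, 3 and 0 of 19 passed. Adjusted over the list alone the counts were 14, 19, 11 and 18, or 1, 18, 0 and 5 without HC animals 1 and 2. Astrocyte markers were higher in CSD7 (median 0.72, adjusted p = 0.0027; adjusted p = 0.60 with an estimated correlation). There the glutamate transporter Slc1a2 rose by 1.94 (standard error 0.57), and 4 of 12 passed, 12 adjusted over the list alone and 0 so without HC animals 1 and 2.
Markers of border macrophages, which lie along vessels, were higher in CSDrec than in HC (median 0.70, adjusted p = 4.5e-04; adjusted p = 0.60 with an estimated correlation) and than in CSD14 (0.44, adjusted p = 8.9e-15; adjusted p = 0.18 with an estimated correlation). None of the 11 passed over all rows in CSDrec, 10 did adjusted over the list alone and 9 so without HC animals 1 and 2. The mannose receptor Mrc1 differed by 1.97 (standard error 0.50). In CSD1 and CSD14 this list's test pointed down while its medians were 0.13 and 0.07. Monocyte markers were lower in CSD14 (median -0.05, adjusted p = 0.025; adjusted p = 0.60 with an estimated correlation), with 0 of 8 passing over all rows and 1 lower adjusted over the list alone.

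**Figure D2:**
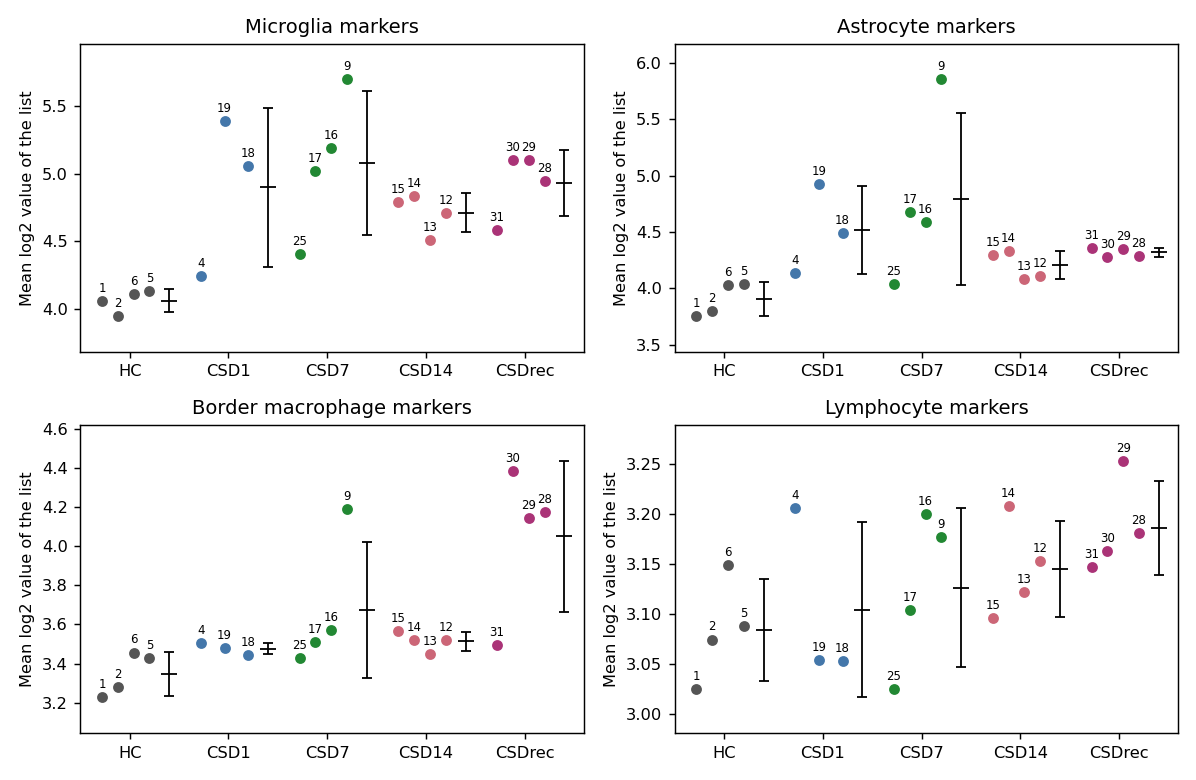
Mean log2 value per mouse of markers of 4 other cell types: 19 microglia, 12 astrocyte, 11 border macrophage and 11 lymphocyte markers. Each point is 1 mouse with its number, grouped by condition on the horizontal axis; the black mark is the mean of the group and its error bar the SD.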

Signature markers for neurons, astrocytes, and oligodendrocytes were expressed at negligible levels as were markers for blood leukocyte subsets including C*d19* (B lymphocytes), *Cd3e* (T lymphocytes), *Ly6gc* (granulocytes), and *Sell* (peripheral macrophages) (Haage et al., 2019). 

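The contractile actin gene Acta2 averaged log2 5.81 over 19 arrays and Kcnj8, a potassium channel subunit of pericytes, 4.74, both above the level of the receptor rows; the row of Olfr78 is shared with Olfr560 and is not used here. Neither gene passed a test against HC: in CSD14, Acta2 differed by 0.15 (standard error 0.45) and Kcnj8 by -0.61 (standard error 0.44). The 7 smooth muscle and 7 fibroblast markers did not pass as lists in any group (lowest adjusted p = 0.099, smooth muscle in CSD7).

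The 9 pericyte markers were lower in CSD14 (median -0.47, adjusted p = 0.0032; adjusted p = 0.60 with an estimated correlation), though no member passed over all rows or adjusted over the list alone. The largest differences were those of the transporter ATPase Atp13a5 at -0.93 (standard error 0.66), Abcc9 at -0.59 (0.70) and Pdgfrb at -0.58 (0.58). They were higher in CSDrec than in CSD14 (median 0.68, adjusted p = 4.5e-05; adjusted p = 0.82 with an estimated correlation). The HC animals differ here: the mean of the list was 4.40 and 4.41 in animals 1 and 2 and 6.78 and 6.58 in animals 5 and 6. Against the latter pair alone, a choice made after seeing the data, the medians were -1.32, -1.13, -1.65 and -1.0, and 9, 9, 9 and 8 of 9 members were lower adjusted over the list alone. The rise from CSD14 to CSDrec turned to -0.22 with the border macrophage score as a covariate.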

Signature markers highly expressed in smooth muscle cells (*Acta2*, *Olfr78*) or pericytes (*Kcnj8*) (He et al., 2018; He et al., 2016) were not significantly evident in purified samples.

Analysis of purified bECs across all groups identified 3174 differentially expressed genes (One-way ANOVA; Partek, false discovery rate (FDR) q < 0.05), of which 1009 are predicted genes (Fig. 2f). 

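The lowest adjusted p across the 5 conditions belongs to Ccn2, a matricellular protein, which was higher than HC by log2 0.76 in CSD1, 1.32 in CSD7 and 1.15 in CSD14 (standard error 0.17, 0.15 and 0.15; F-test adjusted p = 0.025). The growth arrest gene Btg2 and the nuclear receptor Nr4a1 followed (adjusted p = 0.031 each), then, among many rows at adjusted p = 0.045, Abhd4, the citrate synthase gene Cs, the matrix gene Fbln2, Ccn1, Gkn3, which was lower than HC in CSD1, Got2-ps1 and the granulin precursor Grn. In all, 366 rows passed, 309 of them with 1 gene symbol, of which 59 are predicted or unnamed genes; 37 rows have no symbol and 20 have several.

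Against HC, 3852 rows were higher in CSD1 (85.9% of the rows that passed in either direction), 5964 in CSD7 (82.2%), 4528 in CSD14 (86.9%) and 11 in CSDrec (all that passed). Without HC animal 1 they were 0, 8, 9 and 4, without HC animals 1 and 2 they were 0, 3, 2 and 0, and in fits of 2 groups 0, 0, 14 and 0. The largest rises in CSD1 were those of Scgb3a1 (2.68, standard error 0.48, adjusted p = 0.027), Ch25h, an enzyme that hydroxylates cholesterol (2.65, standard error 0.63, adjusted p = 0.031), and the protease inhibitor Serpina3n (2.24, standard error 0.62, adjusted p = 0.042). In CSD7 they were Ch25h (2.37, standard error 0.58), the thyroxine carrier Ttr (2.35, standard error 0.68) and genes of microglia and astrocytes. In CSD14 the heat shock gene Hspa1a (1.84, standard error 0.31), Depp1 (1.81, standard error 0.45) and C1qb, a complement gene of microglia (1.77, standard error 0.52), came after Ch25h (2.35, standard error 0.58), and then Lao1 (1.48, standard error 0.36) and the angiotensin-converting enzyme gene Ace (1.44, standard error 0.31). In CSDrec the 11 rows include Nr4a1, Ccn1, Atf3, Egr1 and Btg2, all early response genes. Each was above the HC mean in 4 of 4 animals, which the rule for naming such genes required.

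These counts rest on single arrays of several groups. The F-test called 0 rows without HC animal 1 or 2, CSD7 animal 17, CSD14 animal 12 or 15, or CSDrec animal 29, 30 or 31, and 1 to 117 without CSD1 animal 18 or 19, CSD7 animal 9, 16 or 25, CSD14 animal 13 or 14, or CSDrec animal 28. It called 2104 without CSD1 animal 4, 5314 without HC animal 5 and 9091 without HC animal 6; without both HC animals 1 and 2 it called 0 (5426 at unadjusted p < 0.05, against 13946 with all 19 arrays). With every array set to the same distribution it called 3 (8545 unadjusted). The counts of rows higher and lower were then 0 and 0 in CSD1, 96 and 52 in CSD7 (64.9% higher), 413 and 197 in CSD14 (67.7%) and 8 and 6 in CSDrec (57.1%), with 10726, 14755, 14646 and 11563 rows at unadjusted p < 0.05.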

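On the 366 rows past the F-test, among them Ccn2, Nr4a1 and Btg2, hierarchical clustering put the 4 HC, the 4 CSD14 and the 4 CSDrec animals on branches of their own. The 3 CSD1 and 4 CSD7 animals did not form such branches: the nearest neighbour lay in the same group for 2 of 3 CSD1 and 2 of 4 CSD7 animals, and for every animal of the other groups. The first split set the 4 HC animals apart. The rows had been chosen for differing between these groups, so branches of their own are partly built in.

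On all 65956 rows no group formed a branch of its own, and the first split separated HC animals 1 and 2 from the other 17. The nearest neighbour then lay in the same group for 4 of 4 HC, 2 of 3 CSD1, 1 of 4 CSD7, 3 of 4 CSD14 and 1 of 4 CSDrec animals. The first principal component (41.6% of the variance) separates HC animals 1 and 2 from the rest. The second (18.9%) runs from CSD7 animal 25 to CSD7 animal 9, the animal with the highest value of C1qb, a complement gene of microglia.

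Tested directly between stress groups with equal weight for every array, no gene passed: CSDrec against CSD14 gave 0 rows (limma, 2420 at unadjusted p < 0.05), and each stress group against the mean of the other 3 gave 0 (2020, 902, 1513 and 3691 unadjusted for CSD1, CSD7, CSD14 and CSDrec). After setting all arrays to one distribution, 2 rows were lower in CSD1 and 2 higher in CSDrec than in the other stress groups. Leaving out CSD1 animal 4 raised the sum of these calls to 15, and leaving out CSDrec animal 31 gave 1 row between CSDrec and CSD14. With array weights, which count arrays far from the fit for less, the sum over each group against the others was 14588, and CSDrec against CSD14 gave 2. There CSD1 animal 19 had a weight of 9.91, against 0.51 and 1.38 for CSD1 animals 4 and 18. No array of another group had more than 1.84, so 1 array carries most of the weight of CSD1.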

Unsupervised hierarchical clustering of these transcripts showed that the biological programs governing transcript expression were different between experimental conditions and dependent on the duration of stress exposure. The dispersed CSD1 samples indicate the individual acute responses to stress that become more coordinated with subsequent, chronic exposure. 

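The spread of CSD1 was smaller when 1 animal was left out. Over the 366 rows past the F-test, the median SD within a group was 0.191 in CSD1, 0.119 in CSD7, 0.0908 in CSD14 and 0.0835 in CSDrec, and 0.239 in HC. Without animal 4 it was 0.0681 in CSD1 (n = 2), and without animals 1 and 2 it was 0.0746 in HC (n = 2). Leaving out the animals farthest from the others lowers an SD by construction, and the SD of 2 animals tends to be lower than that of 4. Over all rows the SD was 0.0996 in CSD1 and 0.102 in CSD14. According to the methods, defeated mice were chosen by behavioral scores of susceptibility, but mice given a single defeat were not phenotyped. CSD1 thus also differs from the other stress groups in how its animals were chosen, and what this adds to the spread was not tested.

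Genes that answer to glucocorticoids show the difference between the CSD1 animals. The mean log2 value of 20 such genes, among them Angptl4, Pdk4 and Lrg1, was 6.93 in animal 4, against 7.62 and 8.00 in animals 19 and 18, and 6.59 to 6.92 in HC. The complement gene C1qb, a microglial marker, gives the same picture: 5.45 in animal 4, 8.03 and 7.44 in animals 19 and 18, and 4.89 to 5.22 in HC. The ratio of the spread in CSD1 to that in CSD14 was 2.10 on rows past the F-test, 0.750 without CSD1 animal 4 and 0.972 on all rows; a group of 3 or 4 animals gives such a ratio little precision.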

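Of 255 rows that passed the F-test and were up at least 1.5-fold in some stress group, 44 (17.3%) were so in 1 group alone: 14 in CSD1, 10 in CSD7, 18 in CSD14 and 2 in CSDrec, while 62 were in all 4. Counted by group, 191, 206, 212 and 80 rows were up 1.5-fold in CSD1, CSD7, CSD14 and CSDrec, and 92.7%, 95.1%, 91.5% and 97.5% of them were shared with another group. Ccn2, for example, is 1.5-fold up in CSD1, CSD7 and CSD14, and Fbln2, a matrix gene, in CSD7, CSD14 and CSDrec. A row past 1.5-fold in one group and short of it in another has not been shown to differ between them.

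All 4 groups are compared with the same HC animals, which alone makes their lists overlap. In 100 simulations with no effect of stress, the lists of strongest rises held a median of 64.4% of rows in 1 group alone (25.7 to 97.6%), against 56.2% observed, and 3.17% in all 4 (0 to 28.8%), against 4.24% observed. Here the lists took the largest rises over all rows, without the F-test, at the lengths of the 1.5-fold lists. The simulation is thus no reference for the 17.3% given above. Between pairs of groups the changes correlated across rows at r 0.82 to 0.91, against simulated medians of 0.66 to 0.72 (highest 0.95 to 0.99) and 0.047 to 0.754 when each group was compared with its own pair of HC animals. The covariances were 0.051 to 0.071 against 0.021 simulated, a difference of 0.030 to 0.050. Rows are not independent replicates. CSD7 and CSD14 shared 3581 higher rows; independent lists would share 409, a value that leaves out the shared HC animals, so the excess over it does not measure a shared effect. Among rows past the F-test, the share of the 1.5-fold lists in 1 group alone was 36.8% without CSD1 animal 4 and 11.25% without CSD1 animal 18.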

Marked temporal variations in gene expression across different stress groups was further illustrated in Fig. 2g, where ~ 1/3 of highly upregulated transcripts compared to HC are unique at each time point.

Next, we defined patterns of gene ontology (GO) terms that could characterize changes in brain endothelial cell (bEC) phenotype/function during the course of our stress/stress recovery paradigm using ClueGO plus CluePedia (Bindea et al., 2013; Bindea et al., 2009; Shannon et al., 2003) (Fig. 3). 

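Among the 366 rows past the F-test, 325 were up at least 1.3-fold over HC in CSD1, 337 in CSD7, 341 in CSD14 and 268 in CSDrec. Together these make 353 rows, 96.4% of all that passed, and 2, 1, 4 and 0 of them were 1.3-fold up in CSD1, CSD7, CSD14 or CSDrec alone. The citrate synthase gene Cs is typical, at log2 0.72, 0.80, 0.74 and 0.55 in CSD1, CSD7, CSD14 and CSDrec (standard error 0.11 for CSD7, F-test adjusted p = 0.045), as is Grn at 0.46, 0.51, 0.55 and 0.56 (standard error 0.08). Nr4a1 differs in its course, with 0.53, 0.73, 1.17 and 1.61, though its difference between CSDrec and CSD14 (0.44, standard error 0.19) did not pass (adjusted p = 1.0). Leaving out HC animal 1 or 2, CSD7 animal 17, CSD14 animal 12 or 15, or CSDrec animal 29, 30 or 31 left no row past the F-test, so all 4 lists were empty; without HC animal 6 they held 6265, 6331, 6160 and 5571 rows.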

For this, 578 unique 1.3x upregulated transcripts were clustered by ClueGO into non-redundant enriched GO terms; roughly similar numbers of unique and overlapping transcripts were found in each treatment group (CSD1 247, CSD7 270, CSD14 290, and CSDrec 236). This analysis revealed a number of unique and shared functional biological pathways associated with each treatment. For instance, biological processes associated with metabolism were highly engaged during the CSD7 treatment cluster, angiogenic processes were dominant in the CSD14 cluster, and leukocyte migration was dominant in the CSDrec group. 

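Of the 43 gene lists, 22 were higher than HC in CSD1, 23 in CSD7, 24 in CSD14 and 25 in CSDrec, and 2, the pericyte and monocyte markers, were lower in CSD14. Genes of fatty acid synthesis, glycolysis, angiogenesis, the unfolded protein response and the basement membrane were among those higher in all 4 groups. Without HC animals 1 and 2 the counts were 20, 20, 18 and 18 higher and 1 lower in each, and with all arrays set to one distribution 10, 16, 14 and 16 higher and 1, 0, 1 and 1 lower. Genes of oxidative phosphorylation had medians of 0.50, 0.40, 0.35 and 0.22 in CSD1, CSD7, CSD14 and CSDrec (adjusted p = 2.0e-05, 7.9e-04, 0.0024 and 0.082; adjusted p = 0.60, 0.65, 0.66 and 0.75 with an estimated correlation), led in CSD7 by Cox5b (0.59, standard error 0.14) and Ndufs1 (0.58, standard error 0.15). Of its 24 members 14, 10, 5 and 0 passed over all rows and 18, 16, 15 and 3 adjusted over the list alone (0, 0, 0 and 0 without HC animals 1 and 2). With one distribution for all arrays its medians were 0.045, 0.0034 and 0.019 in CSD1, CSD7 and CSD14 and its test pointed down in each, short of the threshold (adjusted p = 0.95, 0.41 and 0.22), while in CSDrec it passed as lower (adjusted p = 0.0061).

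Tests between stress groups give smaller differences. Fatty acid genes were higher in CSD7 than in the other 3 stress groups by a median of 0.03 (adjusted p = 0.007), cholesterol synthesis genes by 0.08 (adjusted p = 0.012), while glycolysis did not pass there (adjusted p = 0.22). Angiogenesis genes were higher in CSD14 by 0.04 (adjusted p = 0.033). In CSDrec, chemokine genes were higher by 0.06 (adjusted p = 1.9e-05) and leukocyte adhesion genes were not (adjusted p = 0.55). In the same groups the markers of other cells moved too: astrocyte and microglia markers were higher in CSD7 (0.38 and 0.19), pericyte markers lower in CSD14 (-0.60) and border macrophage markers higher in CSDrec (0.42). With an estimated correlation adjusted p was 0.95 or above for each of these lists. The CSD7 differences lean on animal 9, the highest of its group on each of these means. It had 5.85 for astrocyte markers (4.04 to 4.68 in the other CSD7 animals) and 5.70 for microglia markers (4.41 to 5.19). For fatty acid genes it had 6.02 (5.62 to 5.80) and for cholesterol synthesis genes 5.40 (5.16 to 5.28). With all arrays as deposited and weighted alike, no single gene passed between stress groups, though other settings called rows, as given above.

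**Figure D3:**
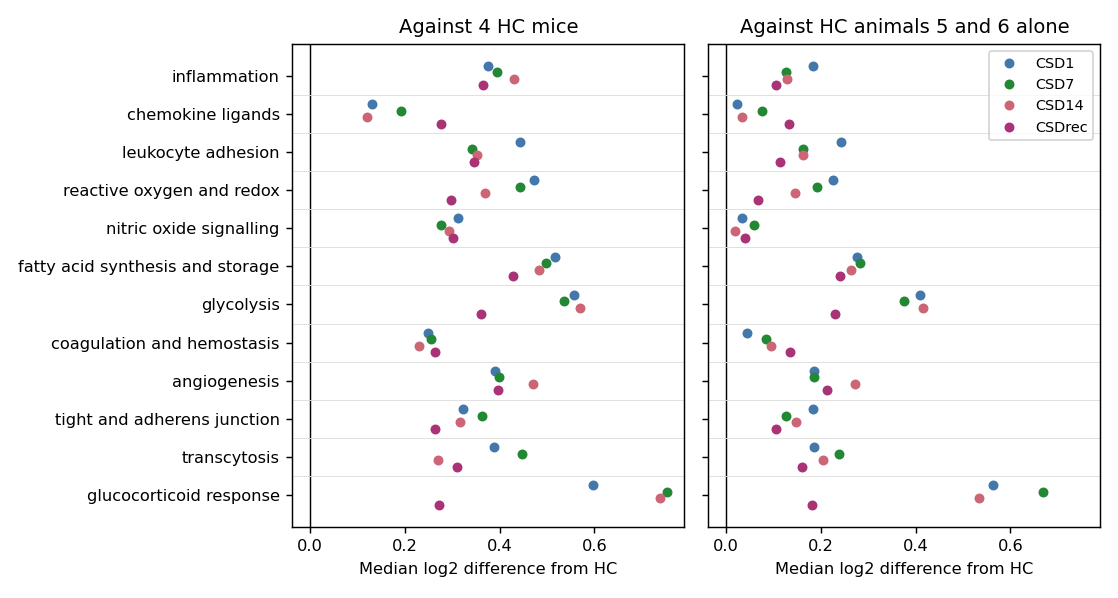
Median log2 difference from HC of 12 gene lists in each stress group. Left, against all 4 HC mice; right, against HC animals 5 and 6 alone, a choice made after seeing the data. Each point is the median over the members of a list in 1 stress group, colored by group; the vertical line marks no difference.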

The network graph makes readily apparent the shared relationship between different GO communities. Substantially fewer transcripts were downregulated by stress conditions. 

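Rows lower than HC numbered 633 in CSD1, 1290 in CSD7, 681 in CSD14 and 0 in CSDrec, and nearly all of them lie at or below the receptor level: 616, 1245 and 644. Olfactory, vomeronasal and taste receptor rows make up 53, 87 and 47 of them. Among the genes by name are the olfactory receptor Olfr24 (mean log2 2.39; -0.66 in CSD1, standard error 0.20, adjusted p = 0.049) and the immunoglobulin segments Igkv14-111 (-0.64 in CSD14, standard error 0.18) and Ighv8-13 (-1.36 in CSD7, standard error 0.40). Well expressed genes were rarely lower. The arterial gene Gkn3 (mean 7.97) fell in CSD1 by 0.97 (standard error 0.28, adjusted p = 0.045), in 3 of 3 animals, and differed by 0.34, 0.49 and 1.23 in CSD7, CSD14 and CSDrec. That 3 of 3 animals lay below the HC mean was required by the rule for naming genes. In CSD14 the matrix gene Aspn was lower (-0.81, standard error 0.22, adjusted p = 0.036) at a mean of 2.74. Without HC animals 1 and 2, rows lower numbered 0, 1, 4 and 0, and the difference of Olfr24 in CSD1 was -0.17.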

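Of the rows past the F-test, 12 were down at least 1.3-fold in some stress group, 10, 8, 8 and 5 of them in CSD1, CSD7, CSD14 and CSDrec. Only 3 have a gene symbol of their own: the arterial gene Gkn3, the microRNA gene Mir6354 (-0.73, -0.56, -0.64 and -0.54 in the 4 groups) and the predicted gene Gm22984 (0.13, -0.44, -0.53 and -0.45). Of these, 2 count as predicted or unnamed. Across all 366 rows, 10 were lower than HC in every stress group. No row was left without HC animal 1 or 2, CSD1 animal 19, CSD7 animal 16 or 17, CSD14 animal 12, 13 or 15, or any 1 of the CSDrec animals, and without HC animal 6 the 4 counts were 1429, 1355, 1282 and 1111.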

We found 48 unique transcripts downregulated 1.3-fold or greater across all stress conditions; of these, 27 were predicted genes. No significant enriched GO terms were found in this list.

Terms curated from several communities of clustered GO processes shown in Fig. 3 were further examined to reveal a change in enrichment for these terms during the course of CSD. Term enrichment, determined by the number and diversity of differentially expressed genes within a term, was dynamically plotted in Fig. 4a. Two features were evident from this type of display; 1) the emergence of distinct major biological processes as mice accumulated defeat exposures, 2) different time courses for the appearance and disappearance of the biological processes over course of defeats and subsequent recovery. On day 1 of defeat exposure, functions related to inflammation were prominent. 

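Inflammatory genes as a group were higher than HC in CSD1. Their 27 members had a median log2 difference of 0.37 (adjusted p = 0.028; adjusted p = 0.65 with an estimated correlation). The largest rises were those of the acute-phase glycoprotein Lrg1 (1.92, standard error 0.42, adjusted p = 0.03), the venular chemokine scavenger Ackr1 (1.25, standard error 0.36, adjusted p = 0.048), the TNF receptor Tnfrsf1a (0.96, standard error 0.21, adjusted p = 0.029) and the transcription factor Cebpd (0.88, standard error 0.25, adjusted p = 0.044), each above the HC mean in 3 of 3 animals. For Lrg1 and Ackr1 the rule for naming genes required this. Over all rows 6 members passed and 14 were higher adjusted over the list alone; without HC animals 1 and 2, 0 did. Microglia markers rose in the same animals (CSD1 median 0.70): CSD1 animals 19 and 18 had means of 5.39 and 5.06 for these and 5.06 and 5.40 for the inflammatory genes, and animal 4 had 4.24 and 4.68, near the highest HC values of 4.13 and 4.78. Lrg1 is also counted among the glucocorticoid response genes, so the 2 lists are not separate. The mean of the glucocorticoid list followed the same animals, with 6.93 in animal 4 and 7.62 and 8.00 in animals 19 and 18. Which cells carry the inflammatory rise is not told by these arrays.

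Later groups held similar medians without passing as a list: 0.39 in CSD7 (adjusted p = 0.079) and 0.43 in CSD14 (adjusted p = 0.08), where the interleukin receptor Il1r1 rose by 1.39 and 1.38 (standard error 0.40 and 0.40). Tested against the other 3 stress groups, the list did not stand out in CSD1 (median 0.03, adjusted p = 0.22). Markers of venous endothelium, which overlap with this list, were higher in CSD1 (median 0.87, adjusted p = 0.024; adjusted p = 0.60 with an estimated correlation), with 4 of 9 past the test over all rows, 8 adjusted over the list alone and 0 without HC animals 1 and 2.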

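Genes that handle reactive oxygen were higher than HC on day 7, and on days 1 and 14 as well. The 25 redox genes had medians of 0.47, 0.44 and 0.37 in CSD1, CSD7 and CSD14 (adjusted p = 8.4e-04, 8.3e-04 and 0.0027; adjusted p = 0.60 with an estimated correlation). In CSD7 the glutathione synthesis gene Gclc rose by 0.78 (standard error 0.23), the peroxiredoxin Prdx3 by 0.77 (0.20), the xanthine dehydrogenase Xdh by 0.68 (0.14) and the heme oxygenase Hmox1 by 0.68 (0.12). Most of these genes remove oxidants or make antioxidants, while Xdh can produce them. In CSD7 13 members passed over all rows and 20 adjusted over the list alone (4 without HC animals 1 and 2), and with all arrays set to one distribution the list did not pass (adjusted p = 0.058). Nitric oxide signalling genes did not pass as a list (CSD7 median 0.28, adjusted p = 0.14), though the synthase Nos1 rose by 0.79 (standard error 0.16).

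Fatty acid genes were higher in each stress group (medians 0.52, 0.50, 0.48 and 0.43, adjusted p = 9.1e-05, 1.7e-05, 1.3e-04 and 4.5e-04; adjusted p = 0.60 with an estimated correlation). In CSD7 17 of 24 rose, 20 adjusted over the list alone and 10 without HC animals 1 and 2. They include Angptl4, an inhibitor of lipoprotein lipase (1.38, standard error 0.28), the phosphatidate phosphatase Lpin1 (1.16, 0.20), the prostaglandin synthase Ptgds (1.11, 0.24) and the desaturase Fads1 (1.09, 0.22).

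Growth factor pathways moved too. TGF-beta signalling had medians of 0.41, 0.40, 0.43 and 0.39 (adjusted p = 0.0033, 6.6e-04, 8.3e-05 and 8.3e-05; adjusted p = 0.60 with an estimated correlation in CSD7), with the receptor Tgfbr1 at 0.69 (standard error 0.19) in CSD7. FGF signalling passed in CSD7, CSD14 and CSDrec (medians 0.36, 0.37 and 0.30, adjusted p = 0.004, 0.024 and 0.046; adjusted p = 0.60 with an estimated correlation) and was higher in CSD7 than in the other stress groups (median 0.07, adjusted p = 0.0041; adjusted p = 0.99 with an estimated correlation). Its strongest member, Fgfr3 (1.00, standard error 0.19), is also an astrocyte marker, and astrocyte markers were higher in CSD7. The mean of the FGF list was 5.14 in CSD7 animal 9, against 4.86 to 4.95 in the other CSD7 animals. Adjusted over the list alone 14, 16, 17 and 16 TGF-beta and 7, 11, 8 and 4 FGF genes were higher, and 0, 0, 7 and 2 and 0, 3, 0 and 0 without HC animals 1 and 2, where FGF signalling passed in no group and its test pointed down in CSDrec (median 0.081), as it did with the border macrophage score as a covariate (0.05). For TGF-beta signalling the test pointed down in CSD1 with all arrays set to one distribution (0.055) and in CSDrec with the label number as a covariate (-0.12).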

On day 7, oxidative stress (reactive oxygen species, ROS and nitric oxide, NO), metabolic processes including lipid metabolism and biosynthesis, growth factor signaling, and blood coagulation and wound healing were present. On day 14, angiogenesis was dominant.

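Angiogenesis genes had a median of 0.47 in CSD14 (adjusted p = 2.7e-06), after 0.39 in CSD1 (adjusted p = 1.8e-04) and 0.40 in CSD7 (adjusted p = 7.3e-05). With an estimated correlation adjusted p = 0.60 in CSD14. Of the 40 members, 10, 15 and 18 rose in CSD1, CSD7 and CSD14 over all rows and 20, 27 and 28 adjusted over the list alone, or 3, 3 and 6 without HC animals 1 and 2. In CSD14 the largest rises were those of Angptl4 (1.22, standard error 0.28, adjusted p = 0.021), the cadherin Cdh13 (0.96, standard error 0.15, adjusted p = 0.013), Thbs1, a secreted inhibitor of vessel growth (0.94, standard error 0.22, adjusted p = 0.022), and the Notch ligand Jag1 (0.93, standard error 0.17, adjusted p = 0.014). Arterial markers were higher too in CSD7, CSD14 and CSDrec (medians 0.56, 0.71 and 0.80, adjusted p = 0.0031, 1.7e-04 and 3.9e-05; adjusted p = 0.60 with an estimated correlation). They were led in CSD14 by the elastic fibre gene Fbln5 (1.24, standard error 0.23) and the matrix protein Mgp (1.08, standard error 0.26). In the same CSD14 animals pericyte markers were lower. In CSDrec the arterial list lay at -0.16 with the label number as a covariate.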

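In CSDrec the chemokine genes were higher than HC as a group: 32 ligands with a median of 0.28 (adjusted p = 0.0093; adjusted p = 0.60 with an estimated correlation). No single ligand passed over all rows, 16 did adjusted over the list alone, and without HC animals 1 and 2 0 did. The largest differences were those of the platelet chemokine Ppbp (above the HC mean in 3 of 4 animals, adjusted p = 0.16), Ccl3 (1.13, standard error 0.28) and Pf4 (0.92, 0.32). Of the chemokines the paper names, Ccl24 stood at 0.76 (standard error 0.19, adjusted p = 0.062), Ccl12 at 0.71 (0.22, adjusted p = 0.077), Cxcl2 at 0.60 (0.16, adjusted p = 0.063) and Ccl2 at 0.41 (0.14, adjusted p = 0.098). Their mean log2 values over all arrays, 3.39, 2.68, 3.18 and 3.58, place Ccl12 below the receptor level and the others just above it.

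Leukocyte adhesion genes were higher in CSD1, CSD14 and CSDrec (medians 0.44, 0.35 and 0.34, adjusted p = 0.035, 0.031 and 0.044; adjusted p = 0.60 with an estimated correlation). Those past the test over all rows were Cd99l2, F11r and Icam2, which act in leukocyte passage, with Cd99l2 at 0.63 in CSD1 (standard error 0.12). Between CSDrec and CSD14 the adhesion list did not pass (adjusted p = 0.53). Of these 11 genes, 7, 9, 8 and 8 were higher in the 4 groups adjusted over the list alone, and 1, 1, 1 and 0 without HC animals 1 and 2. Of the 11 leukocyte migration genes labelled by the study, which are not independent evidence, 4, 5, 5 and 0 were higher in CSD1, CSD7, CSD14 and CSDrec, while 6, 6, 5 and 10 were up at least 1.3-fold and the medians were 0.53, 0.45, 0.37 and 0.60; between CSDrec and CSD14 their median was 0.36 and none passed. The border macrophage marker Pf4 is itself a chemokine, and that marker list was higher in the same CSDrec animals. Taking its score as a covariate, a choice made after seeing the data, turned the chemokine median in CSDrec to -0.035, and the label number as a covariate turned that of the adhesion genes to -0.17.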

During recovery, leukocyte migration appeared (Fig. 4a). This process is very intriguing, and we are pursuing it with a following manuscript that explores the actual leukocyte response. We hypothesize that monocytes traffic to brain after the cessation of stress to facilitate the later stages of wound healing, including removal of fibrin depositions. We further hypothesize that stress hormones released during CSD inhibit monocyte migration.

Heatmaps for individual genes that comprise the curated communities for coagulation, angiogenesis, ROS metabolism, and leukocyte migration are shown in Fig. 4b. Many transcripts belong to more than one community; their placement in the heatmap was subjective. A complete list of GO terms and associated genes is provided in Table S1. 

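Of the named hemostasis genes, Vwf, P2ry1, Anxa2 and Fermt3 rose in CSD1, CSD7 and CSD14. Vwf, the carrier of clotting factor and platelet tether stored in endothelium, was higher by 0.94, 1.05 and 1.11 (standard error 0.25, 0.23 and 0.23, adjusted p = 0.038, 0.018 and 0.017). The purinergic receptor P2ry1 was higher by 1.01, 1.21 and 1.17 (adjusted p = 0.043, 0.018 and 0.02), the annexin Anxa2 by 0.84, 0.62 and 0.61 (adjusted p = 0.027, 0.023 and 0.027) and the kindlin Fermt3 by 0.53, 0.71 and 0.63 (adjusted p = 0.043, 0.015 and 0.019). P2ry12, better known from microglia and platelets, rose in CSD7 (0.75, standard error 0.22, adjusted p = 0.041), where microglial markers were higher as a list. Serpine2 was not analysed here. In CSDrec none of them passed.

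The 35 coagulation and hemostasis genes fixed beforehand were higher as a list in CSD7 and CSDrec (medians 0.25, 0.25, 0.23 and 0.26 in CSD1, CSD7, CSD14 and CSDrec, adjusted p = 0.12, 0.017, 0.08 and 0.0035; adjusted p = 0.66, 0.60, 0.65 and 0.60 with an estimated correlation). Over all rows 8, 11, 8 and 0 members were higher and adjusted over the list alone 12, 15, 13 and 12; without HC animals 1 and 2 that last count was 0, 0, 0 and 0. In CSDrec the largest difference was that of F13a1, a transglutaminase that is also abundant in macrophages (1.15, standard error 0.25, adjusted p = 0.059). Against the other stress groups the list did not pass in CSD7 (adjusted p = 0.22). Of 20 coagulation genes that the study names or labels, which are not independent evidence, 14, 17, 14 and 0 were higher, and 4 passed the F-test. Without HC animals 1 and 2, which leaves 2 controls, none passed as higher. The differences were then still positive for 20, 20, 20 and 19 of them. Their medians were 0.44, 0.48, 0.43 and 0.38, against 0.58, 0.68, 0.65 and 0.53 with all HC animals.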

The coagulation community contains differentially expressed genes involved with hemostasis, including *Vwf* (von Willebrand factor) and the purinoceptors *P2ry1* and *P2ry12, Serpine2, Anxa2* and *Fermt3*. These transcripts have been used as biomarkers of increased risk of thrombosis in clinical settings and support the presence of clustered erythrocytes (from microbleeds) (Fig. 1). 

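Kdr and Tek are abundant in these cells (mean log2 9.79 and 10.09), and neither passed a test against HC in any group. The vascular endothelial growth factor receptor Kdr differed by 0.18 in CSD1, 0.19 in CSD7 and 0.32 in CSDrec (standard error 0.14, 0.13 and 0.13), with adjusted p = 0.14 at the lowest. Tek, the angiopoietin receptor, differed by 0.35 in CSDrec (standard error 0.11, adjusted p = 0.086). The row of Ecm1 is shared with another gene and is not used here. Of 21 angiogenesis genes named or labelled by the study, among them Angptl4, Cdh13 and the early response genes Egr1 and Egr3, 8 were higher in CSD1, 15 in CSD7, 15 in CSD14 and 3 in CSDrec, and 10 passed the F-test. They were picked on these samples and are not independent evidence. Without HC animals 1 and 2, which leaves 2 controls, none passed as higher. The differences were then still positive for 20, 20, 19 and 21 of them in CSD1, CSD7, CSD14 and CSDrec. Their medians were 0.29, 0.38, 0.48 and 0.26, against 0.53, 0.61, 0.70 and 0.37 with all HC animals.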

The angiogenesis community is defined by well-known angiogenic markers *Kdr* (vascular endothelial growth factor receptor 2), *Tek* (angiopoietin-1 receptor), and *Ecm1*. The leukocyte migration community is populated with numerous chemokine ligands, including *Ccl12, Ccl2, Ccl24,* and *Cxcl2.*

We further examined for expression changes in transcripts that support decline in barrier function observed in CSD mice but were not dominant in the ClueGO communities, namely genes encoding tight junctions, nutrient transporters, and transcytosis. However, no significant alteration in expression was observed between CSD and HC mice (Fig. 4b). 

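Among the genes shown there that have a row of their own, those higher than HC over all rows were 1, 0, 2 and 0 of 7 tight junction genes, 2, 2, 2 and 0 of 5 transporters, 1, 0, 0 and 0 of 3 transcytosis genes and 1, 1, 2 and 0 of 6 mechanoreceptors in CSD1, CSD7, CSD14 and CSDrec. Beyond the signature genes, the transcription factor Klf2 rose in CSD14 (0.71, standard error 0.19, adjusted p = 0.035), the efflux pump Abcc4 in CSD1, CSD7 and CSD14 (0.50, 0.54 and 0.52, standard error 0.15, 0.14 and 0.14) and the tricellular junction gene Marveld2 in CSD14 (0.63, standard error 0.18, adjusted p = 0.042). None passed as higher without HC animals 1 and 2, which leaves 2 controls.

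The wider lists fixed beforehand moved further than other genes in all 4 stress groups, though not under every setting. The 20 tight and adherens junction genes had medians of 0.32, 0.36, 0.32 and 0.26 (adjusted p = 0.002, 0.004, 0.0013 and 0.0042), the 24 nutrient transporters and efflux pumps 0.27, 0.29, 0.33 and 0.21 (adjusted p = 0.0028, 0.0039, 0.0022 and 0.023), the 15 transcytosis genes 0.39, 0.45, 0.27 and 0.31 (adjusted p = 0.0058, 0.0098, 0.005 and 0.0052) and the 14 shear stress genes 0.43, 0.35, 0.43 and 0.34 (adjusted p = 0.0016, 0.0054, 3.8e-04 and 0.0016). With an estimated correlation adjusted p was 0.60 for each in CSD14. Plvap, the diaphragm protein of fenestrated vessels, rose by 0.93, 0.75 and 0.96 in CSD1, CSD7 and CSD14 (standard error 0.22, 0.20 and 0.20), and the calcium channel Trpv4 by 1.05, 0.81 and 0.91 (0.19, 0.18 and 0.18). Members higher over all rows were 6, 5, 7 and 0 junction, 6, 9, 9 and 0 transporter, 6, 7, 7 and 0 transcytosis and 5, 4, 7 and 0 shear stress genes. Adjusting over each list alone gave 12, 14, 14 and 10 junction, 11, 14, 13 and 9 transporter, 8, 9, 11 and 9 transcytosis and 11, 11, 12 and 12 shear stress genes.
Against HC animals 5 and 6 alone those counts were 0, 0, 0 and 0, 2, 1, 7 and 0, 4, 2, 3 and 1 and 1, 0, 3 and 0. With all arrays set to one distribution the junction list passed in no group (adjusted p = 0.66, 0.28, 0.12 and 0.07), and transporters and transcytosis passed in CSDrec alone (adjusted p = 0.014 and 0.03), while shear stress genes passed in CSD14 and CSDrec (adjusted p = 0.0077 and 0.0021). With the label number as a covariate the tests of all 4 lists pointed down in CSD7, with none passing (medians 0.10, 0.081, 0.14 and 0.019 for junction, transporter, transcytosis and shear stress genes), and in CSDrec, where all passed as lower (-0.24, -0.20, -0.18 and -0.27, adjusted p = 0.0079, 5.1e-04, 0.0032 and 1.4e-04). Label numbers of HC and CSDrec animals do not overlap, so these values extend trends within groups and do not show a fall below HC.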

The absence of change in tight junction proteins or transporters suggest that defects in these pathways are not responsible for stress effects on bEC function. We spent some time analyzing for changes in any structural protein, and none of our data suggested that decline in tight junction gene expression was driving the current dataset. We conclude that CSD as carried out in this study doesn’t cause expressional changes in tight junction protein transcripts like those reported in another CSD study (Menard et al., 2017), which we note was a regionally restricted analysis. Further, we strive to minimize wounding that may occur in other defeat paradigms. We have suggested that this procedural difference may underlie whether or not monocytes enter the brain (Lehmann et al., 2016). Redistribution of tight junction proteins has been reported following restraint stress (Santha et al., 2015), which might contribute to paracellular transendothelial diapedesis when it occurs (Winger et al., 2014). During recovery, the lack of change in tight junction transcription suggests that leukocyte migration into the brain parenchyma may be minimal even though endothelial chemokine transcriptional activity is high.

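Between CSDrec and CSD14, tight junction genes did not pass the test (median -0.03, adjusted p = 0.19) and chemokine genes were higher (median 0.08, mean 0.15, adjusted p = 2.4e-05; adjusted p = 0.58 with an estimated correlation). The members that differed most were the inflammatory chemokines Ccl3 (0.76, standard error 0.28), Ccl12 (0.75, 0.22) and Ccl24 (0.67, 0.19), none past the test over all rows; adjusted over the list alone 3 members of the list passed. Of the 32 ligands, 19 have a mean above the receptor level.

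Markers of border macrophages, the resident macrophages of vessels and meninges, follow the chemokines by animal. CSDrec animals 28 to 30 had a mean chemokine value of 3.95 or more and a macrophage value of 4.18 or more (without Pf4 and Ccl8, which are chemokines). CSDrec animal 31 had 3.68 and 3.55, within or below the CSD14 animals, whose chemokine values reached 3.78 and macrophage values 3.46 to 3.56. CSD7 animal 9 had 4.04 and 4.18. With that score as a covariate the median difference of the chemokines between CSDrec and CSD14 was -0.095. From unchanged tight junction genes, and despite high chemokine expression, the paper proposes that few leukocytes may enter the brain tissue during recovery.

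**Figure D4:**
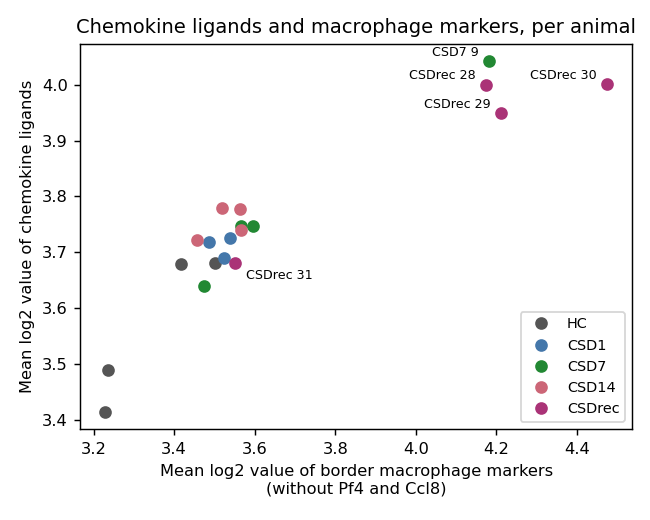
Mean log2 value of 32 chemokine ligands (vertical axis) and of border macrophage markers without Pf4 and Ccl8 (horizontal axis). Each point is 1 of 19 mice, colored by condition; the 4 CSDrec mice and CSD7 animal 9 are labelled. No error bars are drawn.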

We identified upstream regulators for these communities using Ingenuity Pathway Analysis (IPA). An abbreviated list of predicted upstream regulators with activation z-scores ≥ 2 or ≤ −2 during at least one sampling timepoint is shown in Figure S3. Individual upstream regulators were grouped according to molecule type, and the z-scores derived from the HC vs. stress treatment groups illustrate the predicted change in regulator activity with progressive stress exposure. Upstream regulators associated with cytokines were predicted to become more prominent with increasing CSD exposure. This is notable because vessel damage or exposure to certain cytokines shift endothelial cells towards a procoagulant prothrombotic phenotype (Michiels, 2003). Several predicted factors associated with platelet aggregation (PAF), coagulation (F2R), and fibrinolysis pathways (PDGF BB, TP53) further support thrombosis as a key driver for CSD transcriptional profile. Notably, the z-scores for many but not all of these factors trended higher with increasing CSD exposure and declined in recovery samples. Other factors (PPARGC1, AGT) and drugs (losartan) related to vasoconstriction (Lu et al., 2016; Oberkofler et al., 2003) suggest that alterations in blood pressure, such as those seen in hypertension, might underlie CSD effects on bECs. The opposing antihypertensive action of losartan is reflected by the negative z-score. Other factors linked to angiogenesis (FOXO1, and TP73) were predicted to become more active during CSD14, supporting the enrichment analysis in Figs. 3 and 4.

We used GSEA to reveal published expression profiles with shared similarities to our dataset and characterize bEC phenotypes produced by CSD exposure. The transcriptome of published experimental models for thrombosis, hypertension, and BBB dysfunction were remarkably similar to the transcriptional profile produced by CSD (Fig. 5a,b). At the disease level, genes upregulated by CSD were similar to genes upregulated in cerebral microcapillaries of stroke-prone spontaneously hypertensive rats (GSE1548) and in the arteries of hypertensive mice infused with angiotensin II (GSE75815). The CSD transcriptome profile was also concordant in mouse mutant models with increased BBB permeability (GSE73753 and GSE15892). A key feature of BBB disruption is the influx of blood proteins into brain, including the coagulation factor fibrinogen. Fibrinogen-induced transcriptome changes in numerous cell subtypes (Fig. 5b) was strikingly similar to CSD-induced changes in bECs, highlighting this coagulation factor as a key player in our dataset.

### 3.4. Immunohistochemistry shows changes in angiogenesis and fibrinogen accumulation.

Fibrinogen deposition is a key process of blood coagulation, stabilizing the hemostatic plug and providing a matrix for wound and vessel repair. Our bioinformatic analyses highlighted coagulation events and angiogenesis as key consequences of CSD, and we evaluated these events in a fresh cohort of stressed and recovered mice. Fibrinogen deposition was nearly nonexistent in non-stressed samples (Fig. 6a). In stressed brains, perivascular (Fig. 6b,d) and parenchymal depositions (Fig. 6c) were observed. Deposition significantly increased with accumulating CSD exposure, and it rapidly declined in stress recovery brains; F_(4,23)_ = 11.1, p = 0.0001 (Fig. 6e). Deposition was stochastically distributed in a pattern closely resembling that of the erythrocyte clusters and IgG deposition (Fig. 1).

To examine evidence for angiogenesis in the same sections, three antibodies were used in a cocktail—CD202b (Tie2), CD105 (Endoglin), and VEGFR2. All three respective genes (*Tek, Eng,* and *Kdr*) were upregulated at day 14 of CSD (Fig. 4b), and all are found in the ClueGO cluster “positive regulation of vasculature development.” 

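Of these genes, Eng, the endoglin co-receptor for TGF-beta ligands, rose in CSD14 (0.58, standard error 0.09, adjusted p = 0.013), in 4 of 4 animals, and also in CSD7 (0.41, standard error 0.09, adjusted p = 0.02). It passed the F-test across all groups (adjusted p = 0.049). Tek and Kdr did not pass in CSD14: their differences were 0.28 (standard error 0.11, adjusted p = 0.12; above the HC mean in 4 of 4 animals) and 0.23 (0.13, adjusted p = 0.27; 3 of 4). Between CSDrec and CSD14 none passed. The genes were chosen by the study on these samples. Against HC animals 5 and 6 alone the differences in CSD14 were 0.47 for Eng, 0.19 for Tek and 0.15 for Kdr, none past the test.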

In brain, the genes are selectively expressed in endothelial cells (http://www.brainrnaseq.org). Immunostaining showed that the trend for angiogenesis was similar to the accumulation of fibrinogen deposits, but it remained elevated during recovery; F_(4,23)_ = 5.56, p = 0.0028 (Fig. 6f). Both fibrinogen and angiogenesis were substantially colocalized (Fig. 6 b), but not exclusively (Fig. 6d), suggesting extravasated fibrinogen may guide neo-revascularization. Behavioral analysis of this cohort showed that all CSD exposed groups had sharp declines in LD crosses (Fig. 6g) and SI scores (Fig. 6h) compared to HC mice (LD crosses; one-way ANOVA F_(3,19)_ = 43.1, p = 0.0001) (SI quotient; one-way ANOVA F_(3,19)_ = 52.2, p = 0.0001).

A simple linear regression was carried out to investigate the relationship between immunohistochemical stains (fibrinogen and angiogenesis) and behavioral measures (SI and LD crosses) in cohorts exposed to CSD. The scatterplots (Fig. S4) revealed a strong negative linear relationship between fibrinogen and social interaction [F_(1,16)_ = 4.55, p = 0.048, R^2^ = 0.22, which was confirmed with a Pearson’s correlation coefficient r of −0.469 (p = 0.001) (Fig. S4a). That relationship also held between fibrinogen and LD crosses [F(1,16) = 4.35p = 0.05, R^2^ = 0.21 (Fig. S4b). A strong negative relationship was observed between angiogenesis and social interaction [F(1,16) = 17.93, p = 0.0006, R^2^ = 0.53), confirmed by Pearson’s r of − 0.73, (p < 0.0001)(Fig. S4c). Linear regression between angiogenesis and LD crosses was close to significant [F (_1,16_) = 4.15, p = 0.054, R^2^ = 0.22 (Fig. S4d). The inverse relationship was confirmed by Pearson’s r (r = −0.56, p = 0.013; r = −0.47, p = 0.05) for LD crosses versus angiogenesis and fibrinogen, respectively. The data show that severity of psychological effect as measured behaviorally correlates with severity of microbleeds. These results show that SI scores could be a predictor of fibrinogen deposition and in turn suggest the degree of fibrinogen deposition accrued during CSD could predict behavior.

## 4. Discussion

Pathological disruption of the BBB is a feature of many neurological disorders (de Vries et al., 2012), and it may also occur in psychiatric disorders (Kealy et al., 2020). Using CSD, a well-established mouse psychosocial stress paradigm that confers depressive-like, anxiety-like, and asocial behavioral features seen in depression (Golden et al., 2011; Schloesser et al., 2010), we showed that chronic defeat causes microhemorrhages and leakage of plasma immunoglobulins across the BBB into perivascular and parenchymal spaces. We tracked changes in the transcriptional profile of bECs isolated from mice exposed to varying durations of CSD and during recovery following CSD. This strategy revealed how stress impacts brain vasculature over time. Bioinformatic analysis of the bEC transcriptome showed a temporally orchestrated sequence of biological pathways directing the vascular response to injury. This is the first methodological examination of changes in brain vascular programming during psychosocial stress and stress recovery.

Analysis of genes differentially expressed by bECs during CSD revealed pathways of inflammation, oxidative stress, growth factor signaling, and wound healing, which includes platelet aggregation, hemostasis, fibrinogen deposition, and angiogenesis. Histochemical analysis of brains from stressed mice showed patterns of widespread, scattered BBB leakage and parenchymal erythrocyte clustering that were paralleled by immunohistochemical staining of fibrinogen deposition and of angiogenesis markers. These observations support the hypothesis that the brain’s immune response to the adverse effects of psychological stress, evinced by gene profiling of microglia from CSD-S mice (Lehmann et al., 2018), is driven in part at least by vascular damage and blood leakage across the BBB.

GO analysis of bEC expression patterns indicated that the processes of platelet activation and blood coagulation appear early in CSD. When endothelial damage occurs, platelets come into contact with exposed collagen and von Willebrand factor, become activated, clump, and initiate a blood clot. The pathogenesis of bleeding and thrombosis is driven by the interplay of blood composition, vessel wall components, and blood flow (Wolberg et al., 2012). Abnormalities in each of these factors have been reported in stressed rodents (Finnell et al., 2017; Giannarelli et al., 2017; Heidt et al., 2014; Niraula et al., 2018).

Initiation of angiogenesis quickly follows vascular injury. Normally, quiescent endothelial cells transition to an activated phenotype and elevate their metabolism to meet the energetic and biosynthetic needs (Falkenberg et al., 2019). This was shown by numerous metabolic process that emerged at CSD7, persisted at CSD14, and returned to quiescence during recovery (Figs. 3, 4). 

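Genes of glycolysis were already higher on day 1. The 12 members had medians of 0.56, 0.54, 0.57 and 0.36 in CSD1, CSD7, CSD14 and CSDrec (adjusted p = 1.2e-05, 1.2e-05, 2.7e-06 and 3.8e-04; adjusted p = 0.60 with an estimated correlation), and 10, 12, 11 and 0 rose over all rows. All 12 did in each group adjusted over the list alone, and 10, 10, 10 and 1 without HC animals 1 and 2. In CSD1 they were led by the phosphoglycerate kinase Pgk1 (0.83, standard error 0.21) and the lactate dehydrogenase Ldha (0.68, 0.16). In CSDrec they were lower than in CSD14 by a median of 0.18 (adjusted p = 4.5e-05; adjusted p = 0.76 with an estimated correlation) while still above HC. Glycolysis no longer passed in CSDrec with the label number as a covariate (median 0.074, adjusted p = 0.98), and the test of cholesterol synthesis turned downward (median 0.099).

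Cholesterol synthesis followed a like course, with medians of 0.50, 0.51, 0.40 and 0.30 (adjusted p = 1.5e-04, 1.5e-04, 7.9e-04 and 0.014; adjusted p = 0.60, 0.60, 0.60 and 0.66 with an estimated correlation). The transcription factor Srebf2 rose by 0.62, 0.72 and 0.68 in CSD1, CSD7 and CSD14 (standard error 0.16, 0.15 and 0.15). Its 16 members numbered 6, 9, 7 and 0 higher over all rows, 16, 16, 12 and 9 adjusted over the list alone and, without HC animals 1 and 2, 0, 2, 1 and 0.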

Angiogenesis is a critical component of wound healing, and numerous GO pathways defining this process including EC proliferation were dominant at CSD14. 

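The 22 cell cycle genes did not pass as a list in any stress group (CSD14 median 0.09, adjusted p = 0.88), and 10 of them have a mean above the receptor level. Subunits of the helicase that opens replication origins did rise in CSD14: Mcm3 (0.58, standard error 0.14, adjusted p = 0.025), Mcm2 (0.49, standard error 0.11, adjusted p = 0.022) and Mcm5 (0.34, standard error 0.10, adjusted p = 0.0498). The same 3 rose in CSD7, and in CSD1 5 members passed. In CSD1, CSD7, CSD14 and CSDrec 7, 5, 3 and 3 were higher adjusted over the list alone, and 0, 0, 0 and 0 without HC animals 1 and 2. The mitotic genes Birc5 and Ccna2 passed in no group.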

Fibrin deposited during the early wounding periods forms a provisional matrix for migrating and sprouting endothelial cells during tissue repair (Hadjipanayi et al., 2015; Tonnesen et al., 2000). The overlap of fibrin deposition and angiogenesis markers (CD202, CD105, and VEGFR2) was evident histologically (Fig. 6).

During recovery after stress cessation, behavioral deficits were still present (Fig. 2b,c) while angiogenesis, inflammation, and ROS activity persisted (Figs. 4 and 6E). 

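In CSDrec the angiogenesis list had a median of 0.40 (adjusted p = 4.5e-06) and the redox list 0.30 (adjusted p = 0.0038), with adjusted p = 0.60 and 0.61 with an estimated correlation. Inflammatory genes did not pass (median 0.37, adjusted p = 0.12). No member of these lists passed over all rows. Adjusted over the list alone 32 of 40 angiogenesis, 12 of 25 redox and 10 of 27 inflammatory genes were higher, and 1, 0 and 0 without HC animals 1 and 2. The largest differences were those of the protease Adamts1 (1.02, standard error 0.24, adjusted p = 0.059), the lymphatic growth factor Vegfc (0.91, standard error 0.25, adjusted p = 0.065), Hmox1 (0.65, standard error 0.12, adjusted p = 0.055) and the adhesion receptor Vcam1 (0.94, standard error 0.34, adjusted p = 0.10). Compared with CSD14, none of the 3 lists passed in CSDrec (adjusted p = 0.16, 0.42 and 0.81 for angiogenesis, redox and inflammation). With the label number as a covariate the angiogenesis and redox medians in CSDrec were -0.17 and -0.0021.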

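From CSD14 to CSDrec, several metabolic lists were lower. Oxidative phosphorylation genes were lower by a median of 0.11 (adjusted p = 0.0062), cholesterol synthesis genes by 0.11 (adjusted p = 0.019) and hypoxia response genes by 0.22 (adjusted p = 4.5e-05). With an estimated correlation adjusted p = 0.92, 0.92 and 0.58. The fatty acid genes did not pass (adjusted p = 0.15). Nor did the 35 coagulation genes (median 0.05, adjusted p = 0.13): Vwf was at -0.55 (standard error 0.23) and the plasminogen activator Plat at -0.48 (0.19), while F13a1 was at 1.05 (0.25). No single gene passed in this comparison over all rows. Adjusted over the list alone 4 hypoxia response genes were lower and 1 coagulation gene was higher.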

Subsiding expression of metabolic- and coagulation-linked transcripts suggest that vascular damage had declined. 

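Among markers of blood leukocytes in CSDrec, lymphocyte, neutrophil and monocyte markers did not pass against HC (adjusted p = 0.94, 0.30 and 0.24), and 6 of 11, 6 of 11 and 3 of 8 of them have a mean above the receptor level. Compared with CSD14, monocyte markers were higher (median 0.02, mean 0.28, adjusted p = 0.047; adjusted p = 0.76 with an estimated correlation). That difference lies mostly in the lysozyme gene Lyz2 (1.64, standard error 0.49, adjusted p = 1.0), which macrophages also express, and in Ms4a6c (0.50, standard error 0.17). Platelet markers were higher in CSDrec than in HC (median 0.37, adjusted p = 0.026; adjusted p = 0.60 with an estimated correlation), with 0 of 8 past the test over all rows, 4 adjusted over the list alone and 0 without HC animals 1 and 2. Their median was -0.017 with the border macrophage score as a covariate.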

Peripheral leukocyte activation became evident in recovery. Peripheral macrophages may assist in vascular repair (Liu et al., 2016; Russo et al., 2018) and fibrin endocytosis (Motley et al., 2016).

The stress-induced bEC transcriptional profiles were recapitulated in datasets mined from hypertension, vascular inflammation, and aging (Fig. 6), implying that disruptions in blood flow, hemodynamic events, and inflammation drive the BBB breakdown in the CSD model. If such peripheral events drive the vascular pathology, that would “explain” the stochastic distribution of microbleeds (Fig. 1). Alternatively, centrally originating influences might be expected to produce a regionally restricted pattern of vascular alterations. Two recent studies reported stress-induced vascular changes localized to brain regions associated with emotional processing (Menard et al., 2017; Pearson-Leary et al., 2017). Other studies of stress-induced CNS inflammation often find regionally restricted microglial activation, but there is limited agreement about its anatomical landscape (Walker et al., 2013).

The lack of agreement among these studies and the observed widespread distribution of microbleeds suggests there is a significant peripheral component to the endothelial response. Perhaps stress-induced elevated activities of the hypothalamic-pituitary axis and sympathetic nervous system, which drive endocrine, immune, and cardiac fluctuations, can precipitate hypertension and endothelial dysfunction (Brooks et al., 2018; Burrage et al., 2018). Social stress in a rat defeat model caused sympathomimetic changes in mean arterial pressure and heart rate (Finnell et al., 2017). CSD also elevated levels of circulating proinflammatory cytokines (Brachman et al., 2015; Hodes et al., 2014) and glucocorticoids (Lehmann et al., 2013b). Cytokines (Lopez-Ramirez et al., 2013) and glucocorticoids (Salvador et al., 2014) can directly impact bECs, and glucocorticoid feedback to the brain can alter the central inflammatory state (Frank et al., 2019; Frank et al., 2012).

In humans, brain microhemorrhages are seen by magnetic resonance imaging (MRI) (Haller et al., 2018) and in post-mortem histological tissue (Cullen et al., 2005; van Veluw et al., 2016). These and white matter hyperintensities are seen in depression, especially in the elderly (Herrmann et al., 2008; Thomas et al., 2002), though they exist also in younger clinical populations (Wang et al., 2019). Microbleeds characterize atherosclerosis (Conijn et al., 2012) and small vessel disease (SVD) (Thrippleton et al., 2019). Biomarkers used to identify SVD are prevalent in our model of CSD including microglial CD68 upregulation (Fernando et al., 2006; Lehmann et al., 2016), circulating vWF (Lavallee et al., 2013), and extravascular plasma proteins fibrinogen and IgGs (Tomimoto et al., 1996; Utter et al., 2008).

CSD-induced microbleeds, being little more than erythrocyte clusters and circumscribed IgG deposition, are smaller than those characterized in vascular disease. CSD-induced bleeds more closely resemble experimental laser-induced microbleeds (Ahn et al., 2018) or mild meningeal vascular injuries (Russo et al., 2018), which are discrete and resolved within two weeks. We surmise that the CSD-induced bleeds are being actively resolved, in part accounting for the small number detected at any particular time point and the variations in their appearance. Studies of longer CSD durations may indicate whether vascular damage takes on a more permanent character.

The data leave many unanswered questions suggesting future experiments. The relationship between fibrinogen deposition in brain vasculature and declines in mood suggests that fibrinogen entry provides an inflammatory signal that could transmit effects of CSD across the BBB. Fibrinogen in other disease states causes neuroinflammation, apparent as microglial activation (Merlini et al., 2019; Petersen et al., 2018). Elevated plasma fibrinogen is associated with severity of psychological distress and depression (Wium-Andersen et al., 2013). Fibrinogen leaks observed in the current experiment may be responsible for the microglial transcriptional profile and behavior observed in CSD-S mice in previous studies (Lehmann et al., 2018). Future work will explore the effects of fibrinogen on the brain environment and behavior and will focus also on the contributions of other cells of the neurovascular unit (NVU), which, in addition to endothelia, comprises smooth muscle cells, pericytes, astrocytic end feet, and basement membranes (Blanchette and Daneman, 2015). Finally, effects of manipulations such as environmental enrichment and blood pressure control will be assessed as therapeutic treatments.

## Supplementary Material

1

## Figures and Tables

**Fig. 1.**
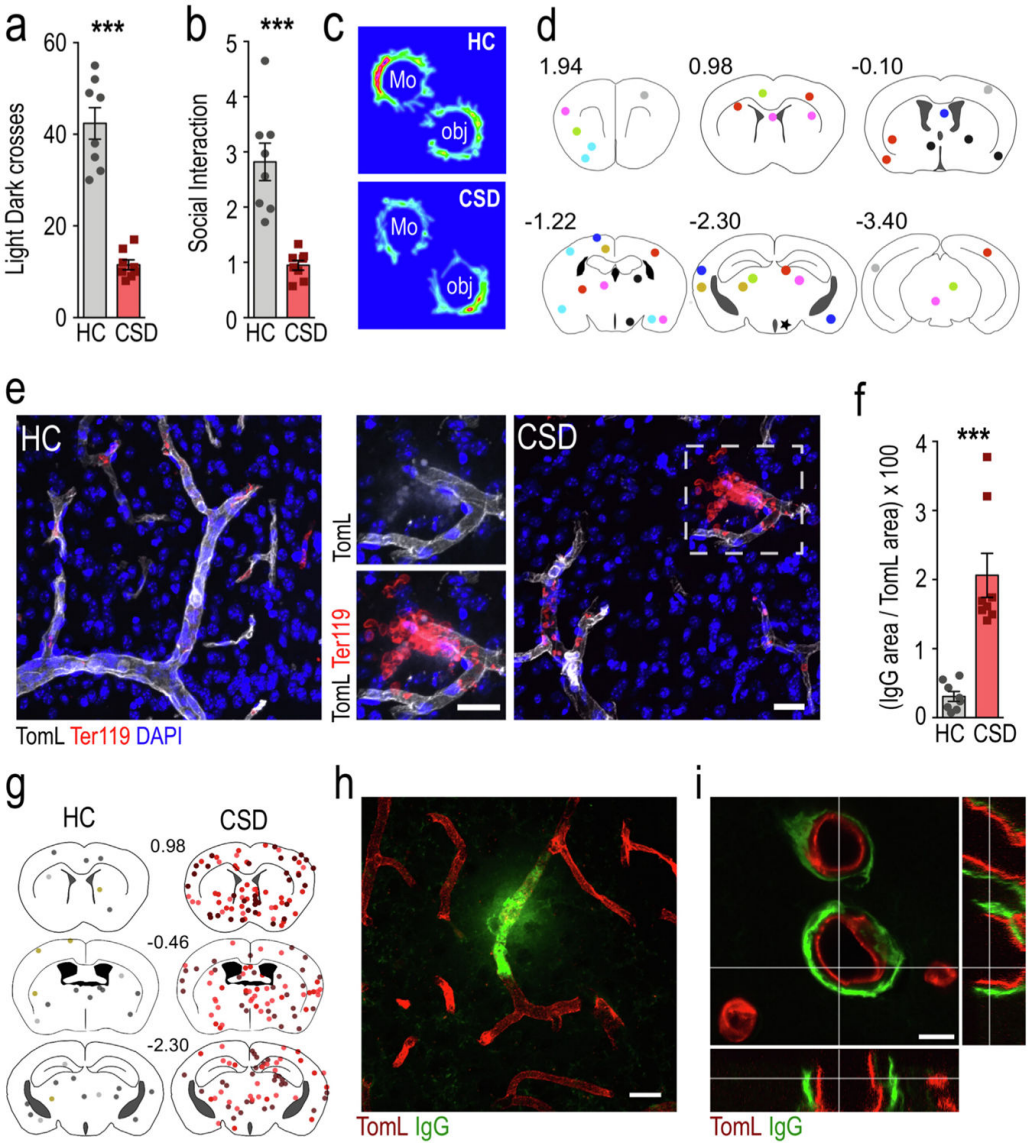
Chronic social stress causes substantial elevations in microbleeds and perivascular IgG deposition in brain. a,b, CSD-exposed mice show significant declines in crosses between chambers in the light:dark (LD) test (a), and significant reductions in social exploration in the social interaction (SI) test (b). c, representative heat maps of behavior for CSD and HC mice in the SI task. d, anatomical locations of microbleeds indicated by extravascular erythrocyte clusters. The dots are color-coded for individual mice in the CSD group (n = 8), a single bleed was detected in a HC brain (marked with a star). e, examples of tomato lectin (TomL)-stained vasculature in HC and CSD brains and isolated bleeds in CSD brain; inset shows extravascular erythrocyte cluster. f, perivascular IgG deposits are substantially elevated in CSD brain (n = 8). g, IgG deposits occur in anatomically diverse regions (dots are color-coded for 3 mice in each group to demonstrate effect). h,i, Confocal images showing IgG leaks (h) outside of tomato lectin-stained vasculature and perivascular deposition (i) in CSD brain. N = 8 per group unless where noted. *** p < 0.0001. Abbreviations: mo, mouse; obj, object. Scale bars = 20 μm for e,h and 10 μm for i.

**Fig. 2.**
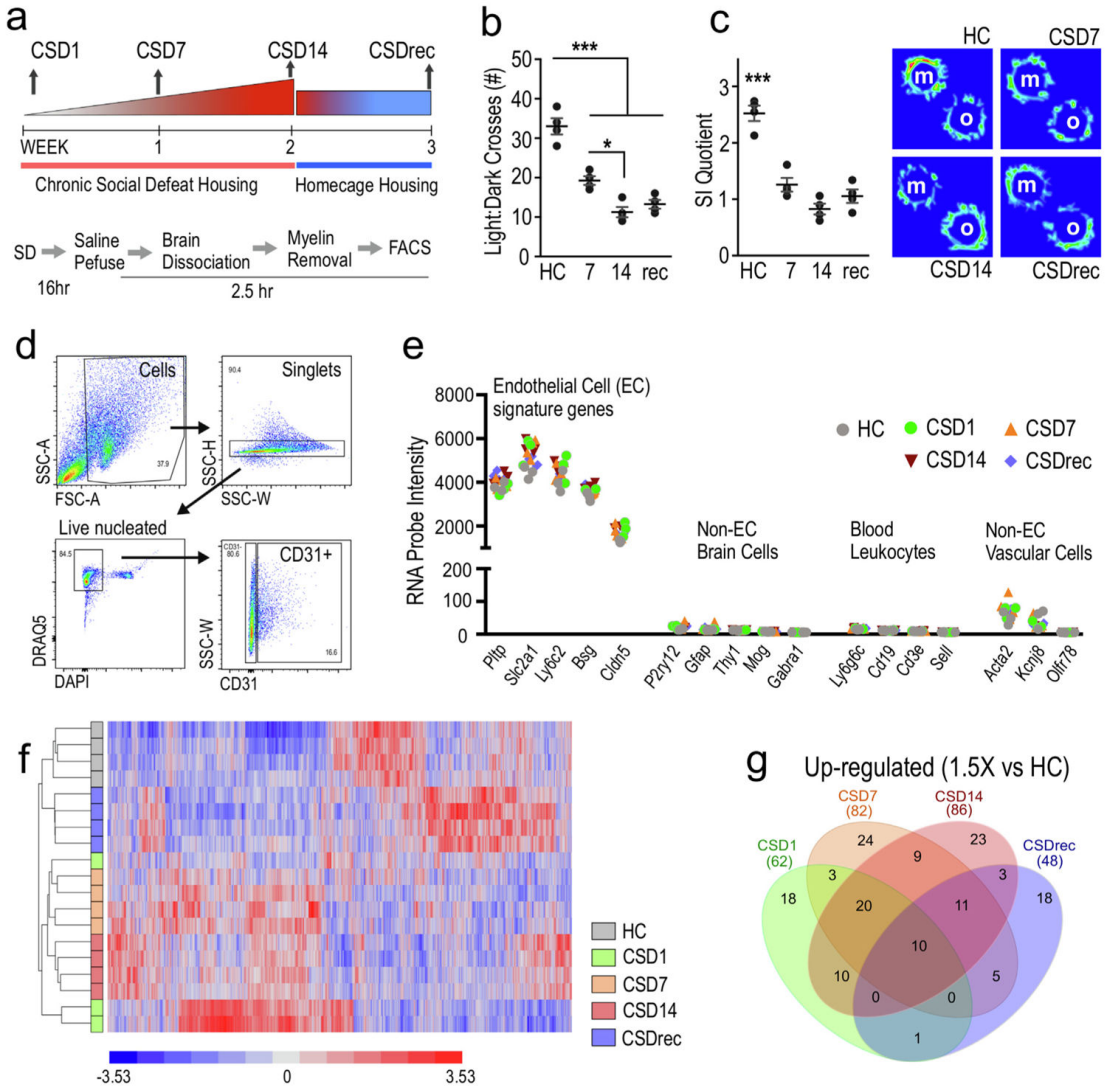
Additive exposure to CSD had distinct effects on brain endothelial cell (bEC) expression profiles. a, Experimental scheme and collection points. b,c, CSD exposed mice showed significant declines in light:dark crosses (b), and social exploration (c) compared to nonstressed mice. d, FACS gating strategy used to isolate bECs. e, Signature gene analysis of cells extracted from all groups of mice indicating that the examined populations are ECs. f, Heat maps from unsupervised clustering for all differentially expressed genes revealed treatment grouping (one-way ANOVA; false discovery rate (FDR) q < 0.05). g, Comparison of up-regulated genes with ≥ 1.5x change in gene expression compared to HC shows distinct profiles in each group. *** HC vs. all p < 0.0001, * CSD7 vs. CSD14 p < 0.05. Abbreviations: m, mouse; o, object; CSD1, 7, 14 denote number of CSD exposures in days. CSDrec are samples collected after CSD14 plus 7 days in homecage recovery.

**Fig. 3.**
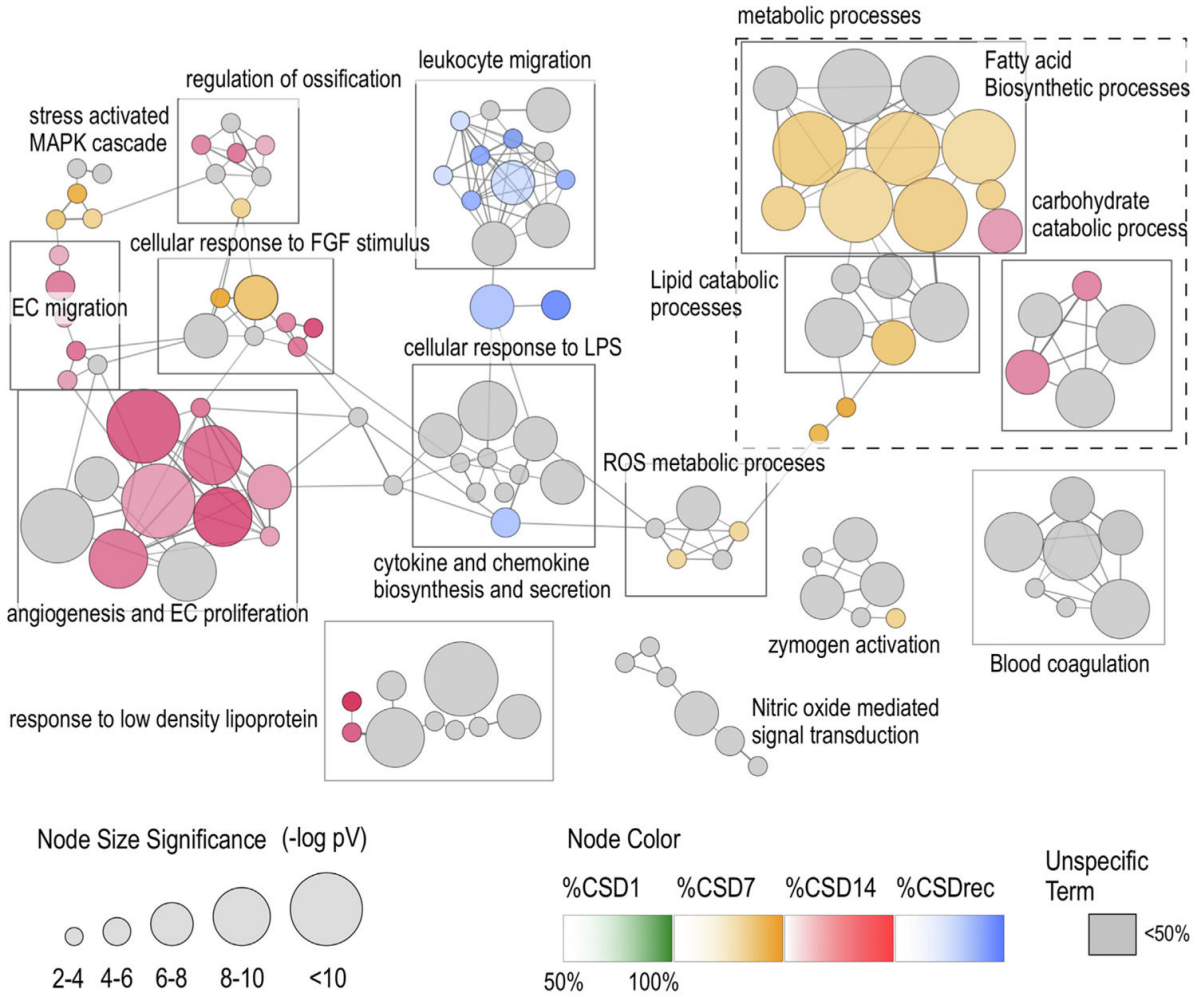
Duration of CSD exposure determines brain endothelial cell (bEC) function. Non-redundant biological processes for transcripts with ≥ 1.3 × upregulation were mapped onto a network graph for each treatment group (CSD1, CSD7, CSD14, CSDrec) using ClueGO. Nodes represent GO terms, edges represent the similarity of their associated genes, and functionally related nodes (determined by kappa score) are clustered into communities (marked with boxes where appropriate). The node size reflects the enrichment significance of the term. Node color, when evident, reflects the dominance of a treatment group for that node, at least 50% of the differentially expressed transcripts for that node need to be expressed by a single group. Gray nodes occur were no one treatment group is in the majority. Node Colors: green = CSD1, yellow = CSD7, red = CSD14, blue = CSDrec. The leading group term is based on highest significance vs. cluster. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

**Fig. 4.**
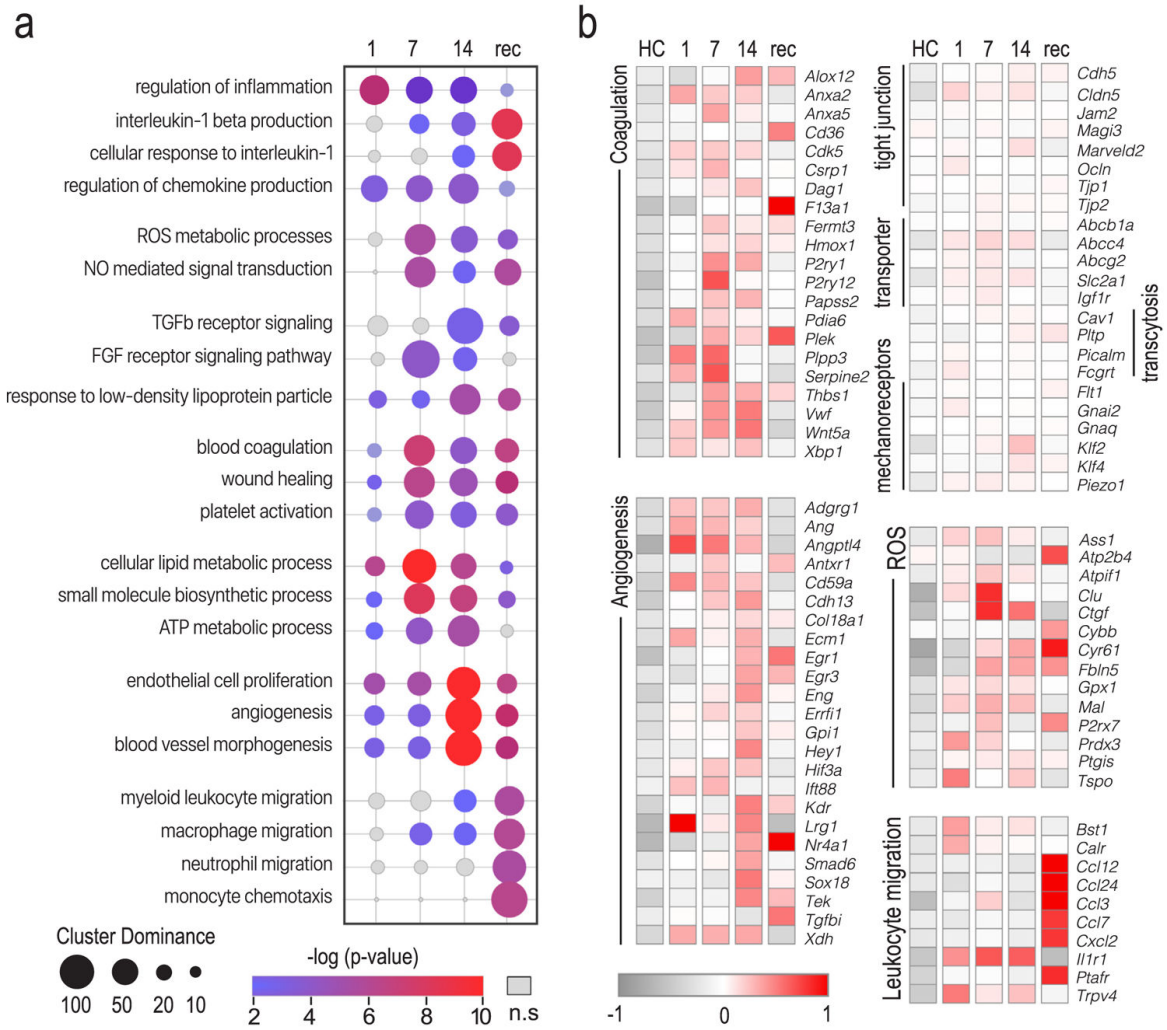
Dynamic responses of bEC reflect evolving biological processes during repeated CSD. a, Enrichment analysis for GO terms within each community was performed using ClueGO to reveal the emergence of biological processes during repeated CSD. The bubble chart shows the dominance of a GO term at each collection point in the experiment. GO terms were manually curated to represent the 7 largest communities of GO processes. Bubble size indicates the dominance of a timepoint for that term (percent of genes specific to a term expressed at that time point). Bubble color indicates p-value significance. GO enrichments are scaled by log_10_(p value) with only significant (p < 0.05) enrichments featured in color. b, Heatmap of normalized gene expression in bEC characterizing communities of GO terms identified in a. Color represents the mean fold change gene expression of a group vs. mean gene expression level of all samples. The color code (gray, low expression; red, high expression) is shown at lower left of heat map. A complete list of GO terms and associated genes is provided in Extended Fig. 4-1. Abbreviations: 1, CSD1; 7, CSD7; 14, CSD14; Rec, CSDrec. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

**Fig. 5.**
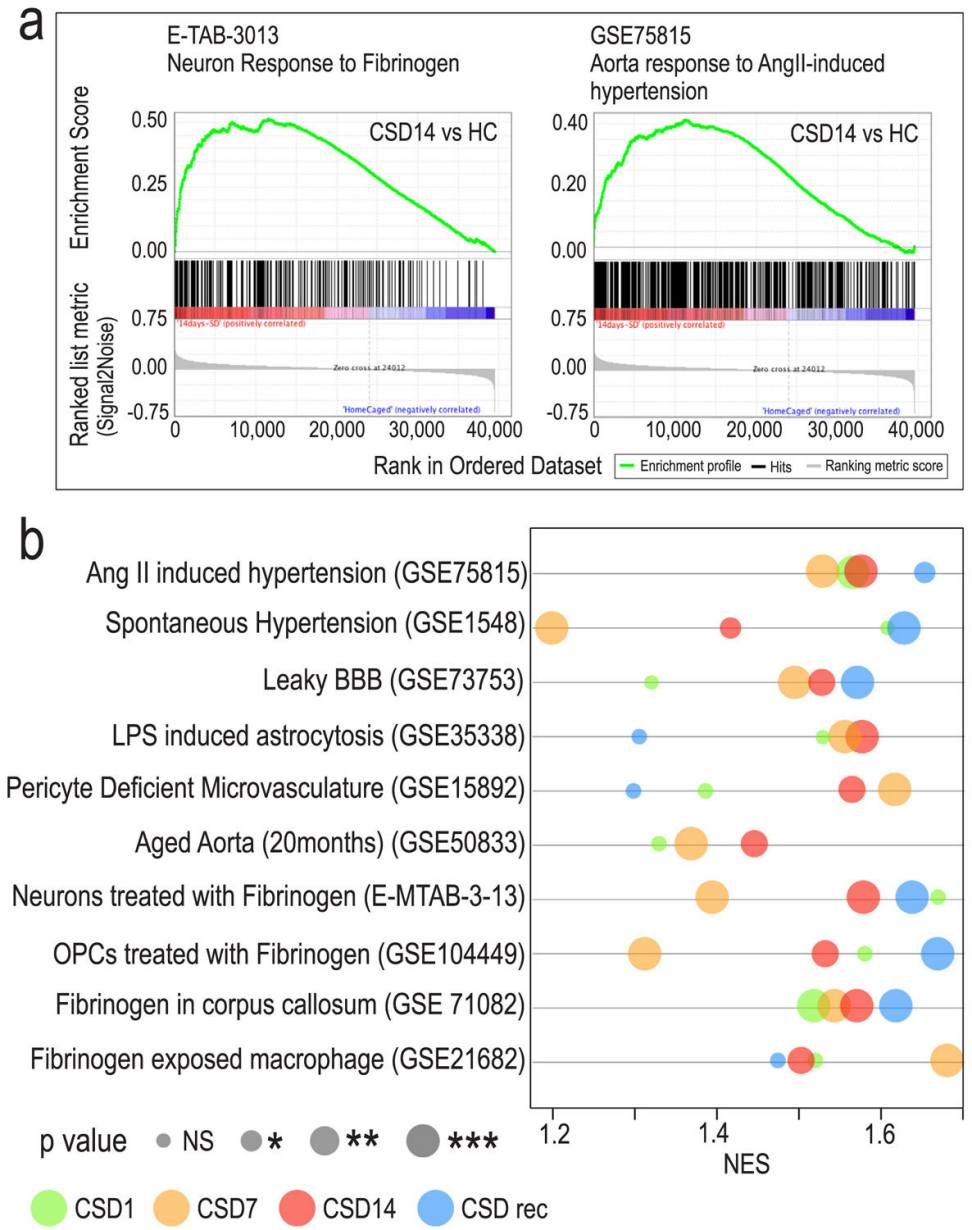
CSD produces a bEC phenotype seen in hypertension, neuroinflammation, and BBB disruption disease models. Microarray data were analyzed using gene set enrichment analysis (GSEA) software to identify functionally related gene sets with statistically significant enrichment in stressed bEC compared with several models of vascular pathology. a, GSEA plots show bEC transcriptional responses to CSD14 are robustly concordant to neurons exposed to fibrinogen or vascular tissues in Angiotensin II-dependent hypertension. b, The normalized enrichment score (NES) represents the degree to which a specific set is represented at the extremes (high or low) of the ranked gene list. Bubble plot shows that gene sets from CSD exposed bECs highly correlate with gene sets from several models of hypertension, leaky BBB, vascular aging, and cellular responses to fibrinogen exposure. Bubble color indicates sampling point: green, CSD1; yellow, CSD7; red, CSD14; blue, CSDrec. Bubble size indicates p value: ns not significant, * < 0.05, ** < 0.01, *** < 0.001. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

**Fig. 6.**
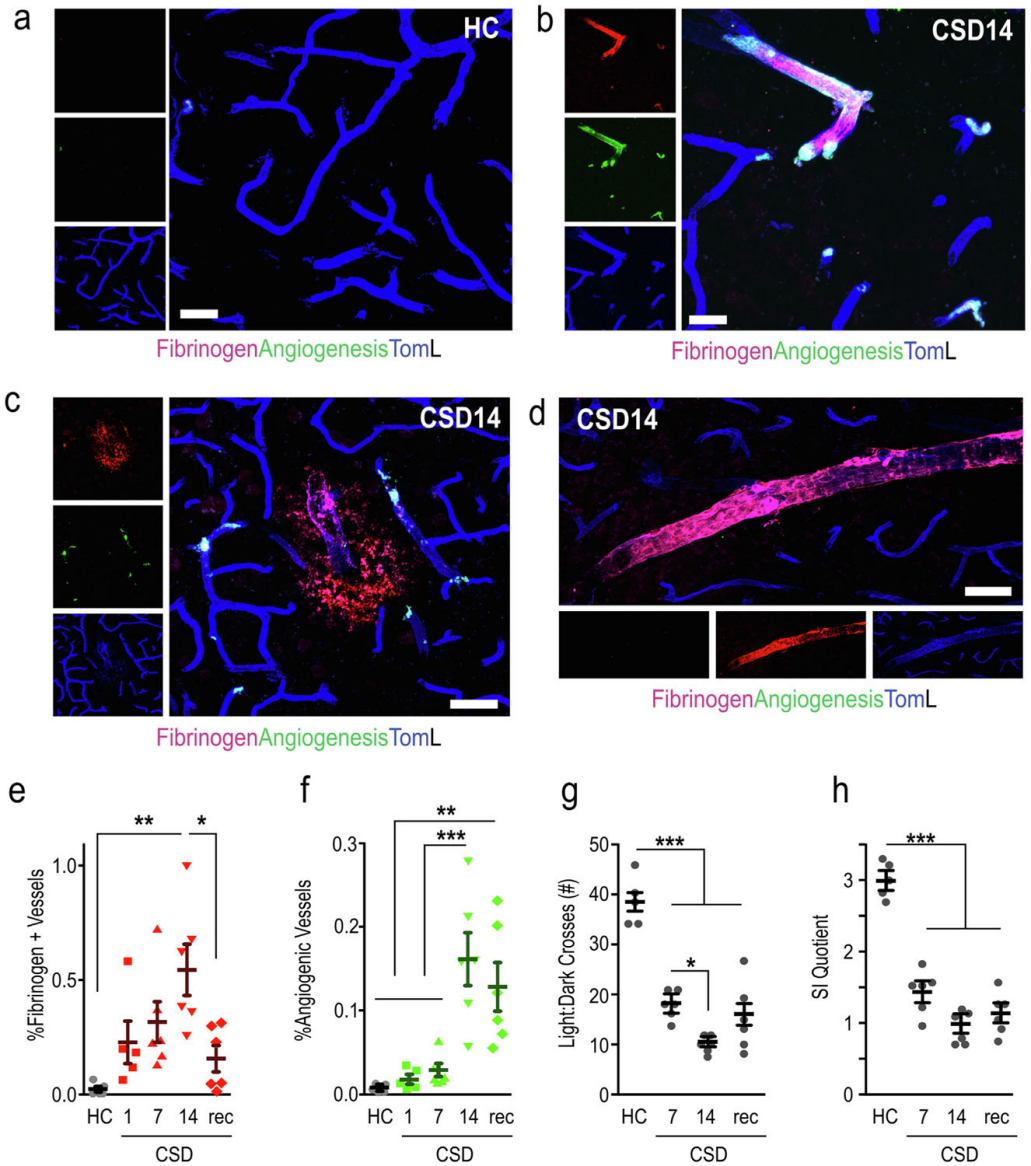
CSD causes brain vascular fibrinogen deposition and angiogenesis in a dose-dependent manner. a, Minimal detection of fibrinogen and angiogenesis markers (CD202, CD105, and VEGFR2) detected in brain vasculature of nonstressed mice. b, Perivascular fibrinogen deposition and angiogenesis in CSD exposed mouse. c, Example of a parenchymal fibrinogen leak surrounded by angiogenesis markers in a CSD brain. d, Perivascular fibrinogen accumulation with minimal angiogenesis in CSD exposed brain. e, CSD exposure causes significant fibrinogen deposits, and this occurs in a dose-dependent manner. f, Brain vascular angiogenesis increases with increasing CSD exposure. g,h, CSD-exposed mice showed significant declines in light:dark crosses (g), and social exploration (h) compared to nonstressed mice. Scale bar = 20 μm for (a,b) and 40 μm for (d,f). N = 5 for HC and CSD1, N = 6 for all other groups. One-way ANOVA: * p < 0.05, ** p < 0.01, *** p < 0.001.

# Supplementary material for: Analysis of cerebrovascular dysfunction caused by chronic social defeat in mice
**Source:** Brain Behav Immun. Author manuscript; Available in PMC 2020 Aug 10.
**Supplement:** 1

Supplemental Figures for M.L. Lehmann et al.
Analysis of cerebrovascular dysfunction caused by chronic social defeat in mice

a

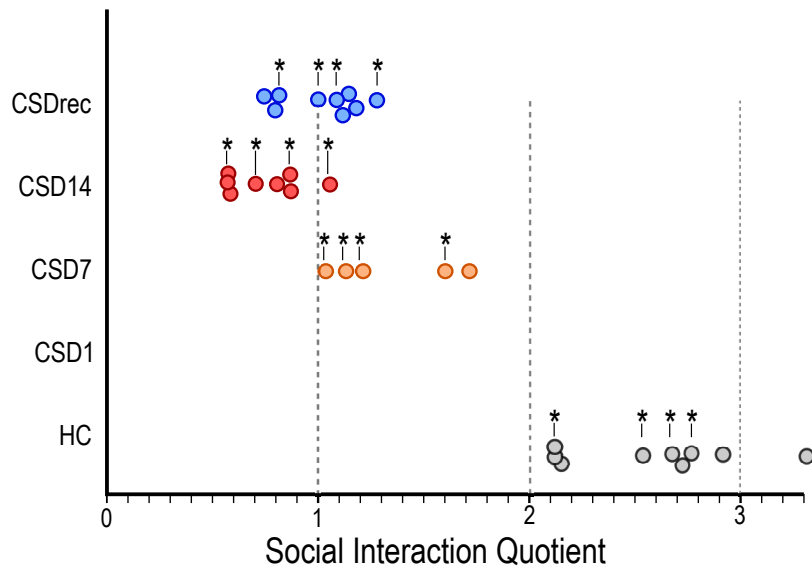

b

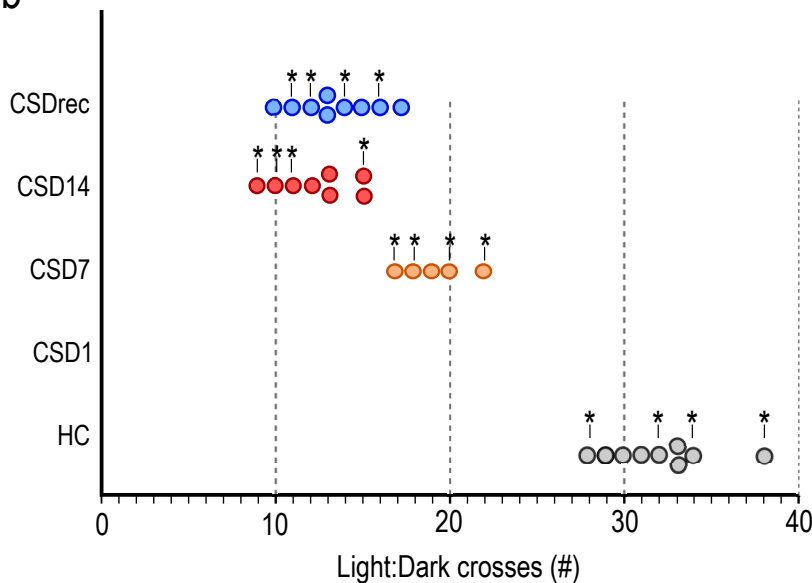

Figure S1. Distribution of behavior in mice phenotyped for the microarray experiment. a, Scatter dot plot represents the distribution of social interaction quotients (SI) from individual mice across all groups. b, scatter dot plot showing the distribution of crosses between light and dark compartments in the light:dark test from individual mice across all groups. (*) signifies the behavior of animals chosen for the microarray experiment. As described in the methods section, all mice except groups receiving a single defeat were phenotyped the day prior to bEC collection. Gray, HC; orange, CSD7; red, CSD14; blue, CSDrec..

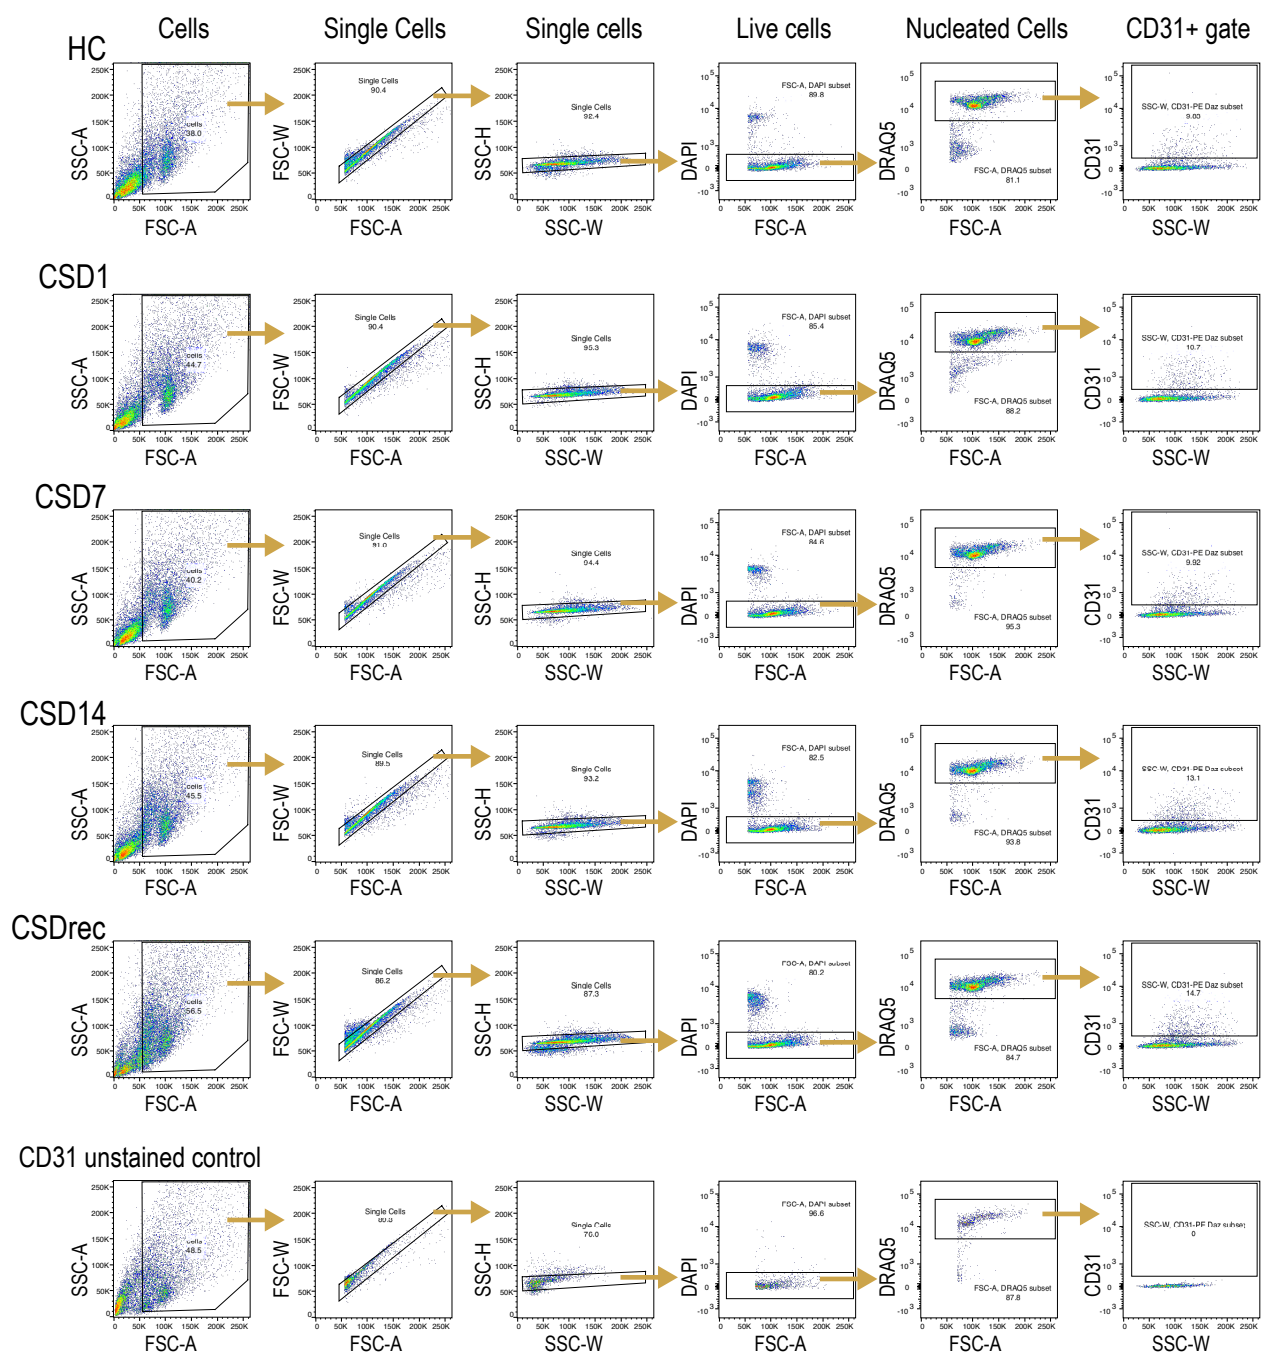

Figure S2. Gating strategy for isolating viable brain endothelial cells (bECs) with fluorescence-activated cell sorting. Representative bivariate plots detailing flow selection are shown for each experimental group.

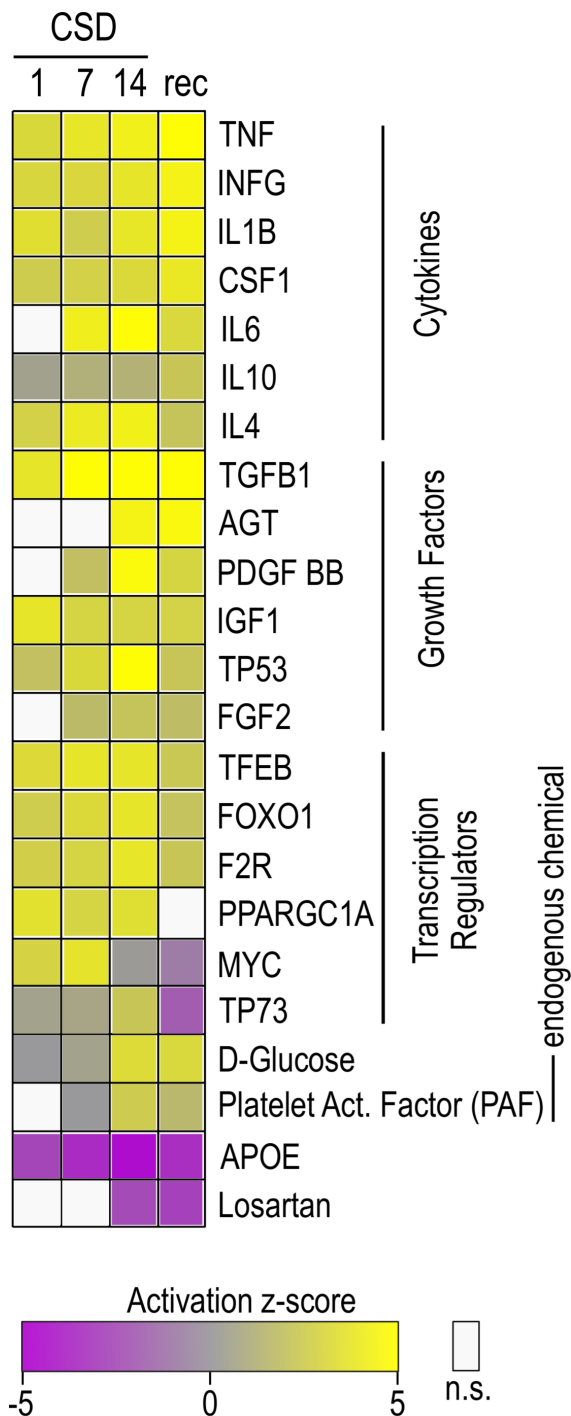

Figure S3. Temporal changes in predicted upstream regulators for bEC transcriptional changes during progressive CSD exposure. The abbreviated list of upstream regulators with a $p < 0.05$ and an absolute $z \geq 2$ or ≤ -2 in at least one sampled timepoint after 1, 7, 14 CSD or 14CSD + 7 days of recovery as compared with nonstressed bECs. Rows represent individual regulators, and columns represent time interval sampled. Colors indicate higher or lower z-scores. Negative z-scores reflect regulators that would induce transcriptional changes opposite to CSD. Regulators are grouped by molecule type.

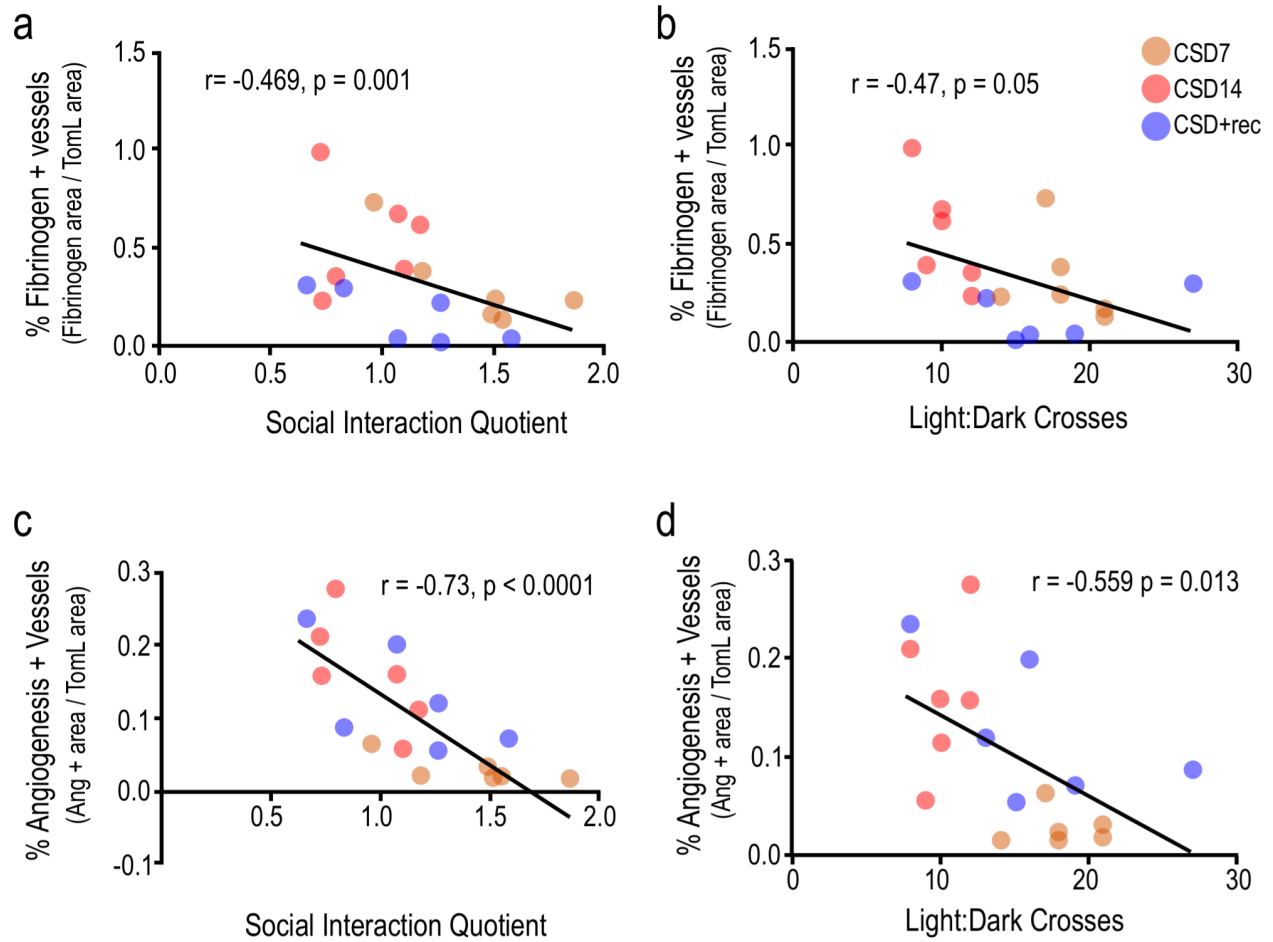

Figure S4. Linear regression analysis revealed a significant inverse relationship between vascular deposition of fibrinogen in CSD-exposed mice and behavioral performance in the social interaction (SI) test and light:dark (LD) test (a, b). A significant inverse relationship between the number of angiogenic-positive vessels and social interaction performance (c) and light:dark crosses (d) was also observed. r = Pearson's correlation coefficient.

How the deposited data were processed for this re-analysis (not part of the article)

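The deposited table holds log2 values that the authors had made from array scans. According to the methods, they corrected background by RMA, applied quantile normalization, summarized each probe set by median polish and took log2, in Partek Genomics Suite 6.6. The labels deposited with the arrays name Affymetrix Expression Console with RMA instead, and give an array type other than the Clariom D mouse array of the methods; the versions of these tools are not given in the sources used here. The values were used as deposited, with no further normalization, except in the alternatives. The genome build is not given in the sources used here, and no coordinates are printed. Gene symbols come from the annotation of the array, and a RefSeq table served to match names alone.

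The table has 72688 rows, of which 6732 are control rows (1324 positive and 5222 negative among them) and 65956 were tested. Of these, 30604 rows carry 1 gene symbol, 2146 several and 33206 none; 22815 of the rows with 1 symbol have a gene identifier found in the RefSeq table. The receptor level is the 95th percentile of 1756 olfactory, vomeronasal and taste receptor rows.

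Each row was fitted with limma over all 19 arrays in 5 groups, with 1 shared estimate of the spread, 14 residual degrees of freedom and 3.60 prior degrees of freedom from eBayes. Adjusted p is a Benjamini-Hochberg value from limma over all tested rows of a comparison, with a threshold of 0.05. The F-test covers the 4 differences from HC together. Adjusted over the list alone means that the p of the members of 1 list were adjusted among themselves. Lists were tested with camera in limma on 1 row per gene (30142 genes, the row with the highest mean), with a preset correlation of 0.01, and adjusted over 43 lists and 4 groups together (172 comparisons). Camera with an estimated correlation and fry were run beside it. Fry called 28, 36, 31 and 31 lists in CSD1, CSD7, CSD14 and CSDrec against HC as moving one way and 0 lists in the comparisons between stress groups. The median, the mean and the test of a list can differ in sign, since the test asks for movement beyond that of other genes.

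Of 785 list memberships, 719 matched a row with that symbol alone. The others were left out, as were rows shared by several genes (Ecm1, Ang, Ass1, Atp2b4, P2rx7, Olfr78). Cyr61 and Ctgf were matched as Ccn1 and Ccn2, and Ly6gc of the paper as Ly6g6c. Gpi1, Srebf1 and Loxl2 have no row of their own and are also old names of other genes; a first run took the rows of those genes, Pigq, Tom1l2 and Loxl3, for them, and this was corrected after the results were seen.

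The genes named in the text follow a rule fixed before the values were seen. For each stress group it takes the 10 largest rises and the 10 largest falls among rows with 1 symbol of a named gene, adjusted p < 0.05 and every stressed animal on the same side of the HC mean. It adds each gene that the paper names or prints as a label in its figures, and for each list described 2 to 4 members with the largest absolute changes past the threshold, or else the largest absolute changes. Genes named outside this rule, such as Cs, Gm22984 and Mir6354 beside the F-test, were chosen after their values were seen.

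The number of arrays limits precision. In a self-test on simulated values with the layout of these arrays, 100 of 65956 rows were given a change in CSD14: at log2 0.5 the comparison with HC found 44 of them (the F-test 37) and at log2 1 it found 81 (79), with 2 false calls and 0 calls in other groups. A list that was shifted was found, and 0 of the others among 43 were called. In these simulated values the noise was independent between rows and no array was compressed. The self-test therefore does not cover correlated genes or arrays such as those of HC animals 1 and 2.

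Labels and paper differ in places. HC animal 5 is labelled as a home cage animal by its title, source and code, while its diet field says stressed; it was kept as HC. The paper gives 5 minutes for the daily encounter and the labels 10. What the paper calls recovery has another name in the labels. The analyses used R 4.3.3, limma 3.58.1 and data.table 1.17.8, and the figures Python 3.11.15, matplotlib 3.10.9 and numpy 2.4.6.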

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

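The tests of compressed arrays, of a change in most genes, of the glucocorticoid genes, of chemokine expression by endothelial cells, of a mislabelled sample and of the order of collection were chosen after the results were seen, as were the splits of the stressed animals alone for the F-test. The covariate in the test of macrophages was chosen after seeing its markers in single animals, and what the test should show was written before its result; the remaining splits of the samples were set before. The test of the rise of glucocorticoid genes replaced an earlier one after its values were seen; the earlier test, of their fall from CSD14 to CSDrec, is kept beside it, and the test of compressed arrays as the whole cause of the rise was added last.

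Single animals far from the rest of their group were searched for in 264 groups of 4 animals, and 19 were found; chance gives about 1 in 20 groups. CSD7 animal 9 was apart in 7: pericyte markers (mean log2 6.46 against 5.15 to 5.31 in the others), coagulation genes (4.97 against 4.82 to 4.84), interferon response genes (5.90 against 6.27 to 6.33), Kcnj8 (5.96 against 4.43 to 4.67), Eng (10.3 against 10.6 to 10.7), Ccl24 (3.81 against 3.21 to 3.25) and Cxcl2 (3.65 against 3.00 to 3.09). CSDrec animal 31 was apart in 5: chemokine ligands (3.68 against 3.95 to 4.00), angiogenesis (6.92 against 6.81 to 6.82), tight and adherens junction genes (7.02 against 6.92 to 6.94), Eng (10.7 against 10.5 to 10.5) and Cxcl2 (3.01 against 3.68 to 3.74). CSD14 animal 14 was apart in interferon response genes (6.36 against 6.23 to 6.23), MHC class I genes (7.52 against 7.20 to 7.25) and Cd3e (3.33 against 3.08 to 3.09). The rest were monocyte markers in HC animal 5 (2.88 against 2.95 to 2.97) and CSD14 animal 15 (3.06 against 2.86 to 2.88), cell cycle genes in CSDrec animal 30 (3.53 against 3.55 to 3.56) and Cxcl2 in HC animal 2 (2.71 against 3.00 to 3.06).

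Between CSDrec and CSD14, 13 lists differed by a test of the difference. Higher in CSDrec were pericyte markers (median 0.68), border macrophage markers (0.44), microglia markers (0.18), chemokine ligands (0.078) and monocyte markers (0.023). Lower were glucocorticoid response (median -0.36), hypoxia response (-0.22), glycolysis (-0.18), venous endothelium (-0.14), cholesterol synthesis (-0.11), oxidative phosphorylation (-0.11), endothelial identity (-0.090) and nutrient transporters (-0.064). With an estimated correlation none passed (lowest adjusted p = 0.18), and fry called 0.

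Of 15 lists for other cell types, vessel types and responses to hormones, stress or infection, several passed against HC as deposited, with all arrays set to one distribution and without HC animals 1 and 2, with every stressed animal above every HC animal. They are microglia markers (medians 0.70, 0.77, 0.42 and 0.68 in CSD1, CSD7, CSD14 and CSDrec), glucocorticoid response (0.60, 0.75 and 0.74 in CSD1, CSD7 and CSD14), early response genes (0.78, 0.93 and 0.60 in CSD7, CSD14 and CSDrec), arterial endothelium (0.56, 0.71 and 0.80 in the same), hypoxia response (0.53 and 0.53 in CSD7 and CSD14), unfolded protein response (0.50 in CSD7) and border macrophage markers (0.70 in CSDrec). None passed with an estimated correlation (lowest adjusted p = 0.60). Arterial endothelium turned to a median of -0.16 in CSDrec with the label number as a covariate, under which early response genes in CSDrec and the unfolded protein response in CSD7 did not pass either (adjusted p = 0.43 and 0.59). With the macrophage score as a covariate microglia markers did not pass in CSDrec (adjusted p = 0.71), and border macrophage markers, which make up that score, turned to -0.13.

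Expression was higher in each stress group than in HC. The median difference of expressed rows, taken without HC animals 1 and 2, kept at most 25.24% of its size in any stress group and at least 23.47%. Against HC animal 6 alone it kept 15.5 to 19.1%, and against HC animal 5 alone 30.8 to 33.6%. HC animals 1 and 2 were picked after their compressed values were seen, so leaving them out was bound to shrink this difference. The test therefore cannot decide between compressed signal on these arrays, which remains a candidate explanation, and a change with stress in most expressed genes. The rise of glucocorticoid response genes in CSD7 and CSD14 is a part of its own. It kept 72.1% in CSD14 and 88.9% in CSD7 without these arrays, and every CSD7 and CSD14 animal (7.42 or more) lay above HC animals 5 and 6 (6.92 or less), a gap of 0.4962 where animals within CSD7, CSD14 or this HC pair lay at most 0.319 apart, which argues against compressed arrays as its whole cause. How much they add to its size cannot be told apart, since the share kept in CSD14 lies just under the bound of 75% set for both groups. The fall of the same genes from CSD14 to CSDrec (median -0.3619) involves none of these arrays, which argues against that explanation for it, and an effect of stress hormones stays open as untested.

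Chemokine genes were higher in CSDrec than in CSD14. With the border macrophage score as a covariate the difference in their mean went from 0.153 to -0.117 (-76.21% of its size), with a slope of 0.467 on the score (standard error 0.057), so macrophages among the sorted cells may account for it. The methods name no marker used to exclude macrophages from the CD31 positive cells. Of abundant transcripts of such cells, Stab1 was 6.39 to 6.45 in CSDrec animals 28 to 30 against 6.10 to 6.18 in CSD14, Cbr2 4.06 to 4.40 against 3.33 to 3.57 and Csf1r 6.55 to 7.17 against 5.71 to 6.23, but Ctss overlapped (6.21 to 6.64 against 5.92 to 6.38), Selplg was no higher (5.54 to 5.88 against 5.50 to 5.92), and CSD1 animal 19 had more Ctss (7.46) with a chemokine mean of only 3.69. Chemokine expression by the endothelial cells cannot be told apart from this, since only animal 31 has a low macrophage score and its chemokine mean lay -0.09885 from the highest CSD14 animal. A change in the macrophages themselves was not tested.

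CSD1 animal 4 stood apart from CSD1 animals 18 and 19. Over expressed rows its distance to HC animals 6 and 5 was 38.0 and 38.3, against 38.7 to the nearest CSD14 animal, 12, and 54.4 and 61.0 to the other CSD1 animals; the ratio of the farther HC distance to that of animal 12 was 0.9886, a small margin. With rows scaled to equal spread, as for the clustering, its nearest animal was CSD14 animal 12 over expressed rows and over all rows. Over rows past the F-test it was CSDrec animal 28, and in none of these an HC animal. A mislabelled HC sample remains possible, and so does an animal that responded weakly to a single day of defeat, which was not tested. The distances do not decide between them. According to the methods, mice given a single defeat were not phenotyped, so no behavioral score is available for this animal. An effect of the order of collection cannot be told apart, since the numbers 1 to 6 hold HC animals and this animal alone: CSD7 animal 9, the lowest number of its group, lay 0.002957 above the group's mean of glucocorticoid genes.

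Other splits of the same samples show how often a count as large as the real one arises. For the F-test 2 of 100 splits gave a count as large as the real 366, the real one included, fewer than the bound of 5% set before. The highest other split gave 6518, far more than the real one. With the HC animals kept together and only the stressed animals regrouped, 18 of 100 splits reached 366 (highest other 2221), so chance cannot be excluded for the division into stress groups. Against HC the real split gave the highest count for CSD7 (1 of 35 splits, 7254 rows, highest other 2592) and CSD14 (1 of 35, 5209 rows, highest other 2). A share of 1 of 35 is the smallest these splits can give, and it was not adjusted for the number of comparisons. Chance is therefore not excluded, and such splits cannot tell stress from the arrays of HC animals 1 and 2. Other splits reached the real count for CSD1 (4 of 35, 4485 rows, highest other 18810 with HC animal 6 beside the 3 CSD1 animals) and CSDrec (2 of 35, 11 rows, highest other 13). Splits that call several times the real count point to a structure of the samples; in the highest other split of each stress group against HC, HC animals 1 and 2 stay on the same side. For CSDrec against CSD14 each of 35 splits gave 0 rows, as the real one did. For each stress group against the others the real count was 0, so all 100 of 100 splits reached it, with highest others of 304, 5, 272 and 0 for CSD1, CSD7, CSD14 and CSDrec.

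For the lists against HC the real split gave the highest count in CSD7 (1 of 35 splits, 23 lists, highest other 21), CSD14 (1 of 35, 26 lists, highest other 23) and CSDrec (1 of 35, 25 lists, highest other 22), and not in CSD1 (7 of 35, 22 lists, highest other 27). The margins are small and the same limits hold, so chance is not excluded there either. Nor can it be excluded for CSDrec against CSD14 (9 of 35, 13 lists, highest other 24) or for CSD1, CSD7, CSD14 and CSDrec against the other stress groups (76, 71, 77 and 53 of 100 splits, 10, 11, 11 and 15 lists, highest others 31, 26, 28 and 28).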

How the results depend on the processing

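Leaving out HC animals 1 and 2 and the macrophage marker score as a covariate were chosen after seeing the data; the other alternatives were set before. With all 19 arrays and no further scaling the F-test count was 366; rows higher and lower were 3852 and 633 (CSD1), 5964 and 1290 (CSD7), 4528 and 681 (CSD14) and 11 and 0 (CSDrec); rows past the F-test and up 1.3-fold were 325, 337, 341 and 268 and down 10, 8, 8 and 5 in the same order; 96 list shifts passed, and 17.3% of the 1.5-fold up lists fell in 1 group alone.

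Results that changed under each setting follow, and the cause was not tested; 4 values stand for CSD1, CSD7, CSD14 and CSDrec in that order. With rows below the receptor level left out, the F-test count was 1753, higher 2485 (CSDrec), lower 48, 79, 84 and 17, up 1.3-fold 1586, 1587, 1563 and 1235, down 1.3-fold 10 (CSDrec), each group against the others 1, list shifts 54. With rows of 1 gene symbol alone, the F-test count was 2237, higher 2424 (CSDrec), lower 818, 442 and 120 (CSD7, CSD14 and CSDrec), up 1.3-fold 1867, 1890, 1853 and 1415, down 1.3-fold 32, 29, 25 and 21, each group against the others 1. With the methods' ordinary F-test and t-test, without moderation, the F-test count was 0, higher 0, 3146 and 2180 (CSD1, CSD7 and CSD14), lower 0, 596 and 261 (CSD1, CSD7 and CSD14), up 1.3-fold 0, 0, 0 and 0, down 1.3-fold 0, 0, 0 and 0. With a trended and robust variance, the F-test count was 3, higher 2158 and 5 (CSD1 and CSDrec), up 1.3-fold 3, 3, 3 and 2, down 1.3-fold 0, 0, 0 and 0, the share in 1 group alone 0%.

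With quantile normalization applied again, the F-test count was 3, higher 0, 96 and 413 (CSD1, CSD7 and CSD14), lower 0, 52, 197 and 6, up 1.3-fold 0, 0, 0 and 1, down 1.3-fold 1, 2, 2 and 2, the share in 1 group alone 100%, each group against the others 4, list shifts 59. With each array centred on its median, the F-test count was 0, higher 5 (CSDrec), lower 328 (CSD1), up 1.3-fold 0, 0, 0 and 0, down 1.3-fold 0, 0, 0 and 0. With array weights, the F-test count was 10781, higher 6633, 494 and 1250 (CSD1, CSD7 and CSD14), lower 3856, 85 and 227 (CSD1, CSD7 and CSD14), up 1.3-fold 3164, 1606, 1252 and 620, down 1.3-fold 463, 409, 282 and 375, the share in 1 group alone 60.9%, CSDrec against CSD14 2, each group against the others 14588. The weight of CSD1 animal 19 was 9.91 in this setting, and no other array had more than 1.84. With the label number as a covariate, the F-test count was 45, higher 0, 0, 0 and 0, lower 0, 0 and 0 (CSD1, CSD7 and CSD14), up 1.3-fold 23, 13, 24 and 0, down 1.3-fold 0, 1, 0 and 21, the share in 1 group alone 66.7%, each group against the others 2, list shifts 62. Apart from CSD1 animal 4, no stressed animal has a label number within those of the HC animals. This covariate is therefore nearly tied to the comparison with HC. With each stress group and HC in a fit of their own, higher 0, 0, 14 and 0, lower 0, 0 and 0 (CSD1, CSD7 and CSD14). With camera and an estimated correlation, 0 list shifts passed. The ratio of the spread in CSD1 to that in CSD14 was 2.10 over rows past the F-test and 0.972 over all rows. A filter that leaves fewer rows to test eases the adjustment by its construction, and the cause was otherwise not tested.

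Without HC animals 1 and 2, the F-test count was 0, higher 0, 3, 2 and 0, lower 0, 1 and 4 (CSD1, CSD7 and CSD14), up 1.3-fold 0, 0, 0 and 0, down 1.3-fold 0, 0, 0 and 0. With the macrophage marker score as a covariate, the F-test count was 0, higher 388, 0, 1760 and 0, lower 24, 0 and 121 (CSD1, CSD7 and CSD14), up 1.3-fold 0, 0, 0 and 0, down 1.3-fold 0, 0, 0 and 0, each group against the others 1. Leaving out 2 animals takes away 2 of 4 controls by construction; the cause was otherwise not tested.

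Single genes that changed sign are given with the log2 difference under the setting and, in parentheses, the value first reported; the cause was not tested. With quantile normalization applied again: in CSD1 Pltp -0.038 (0.11), Kdr -0.081 (0.18), and in CSD14 Acta2 -0.19 (0.15), Ccl12 0.025 (-0.044), Ccl2 -0.017 (0.055), and in CSD7 Ccl2 -6.67e-04 (0.093). With each array centred on its median: in CSD1 Ccl2 0.021 (-0.018), Ccl24 2.62e-03 (-0.036). With array weights: in CSD14 Acta2 -0.39 (0.15), and in CSD1 Cxcl2 -0.018 (0.17). With the label number as a covariate: in CSDrec Slc2a1 -0.16 (0.22), Ly6c2 -0.17 (0.19), Cldn5 -0.18 (0.24), Kcnj8 1.09 (-0.16), Vwf -1.04 (0.56), P2ry1 -0.59 (0.82), Anxa2 -0.50 (0.29), Kdr -0.055 (0.32), Tek -0.24 (0.35), Eng -0.15 (0.37), and in CSD1 Kcnj8 0.21 (-0.27), Tek -2.39e-04 (0.23), Ccl2 0.18 (-0.018), Ccl24 0.15 (-0.036), and in CSD7 Kcnj8 0.55 (-0.088), Kdr -0.0060 (0.19), Tek -0.076 (0.23), and in CSD14 Ccl12 0.046 (-0.044). Without HC animals 1 and 2: in CSD1 Pltp -1.67e-05 (0.11), and in CSD14 Acta2 -0.39 (0.15), Ccl24 -0.015 (0.096). With the macrophage marker score as a covariate: in CSD14 Acta2 -0.093 (0.15), Ccl2 -0.095 (0.055), Ccl24 -0.11 (0.096), Cxcl2 -0.037 (0.12), and in CSDrec Acta2 -0.40 (0.61), P2ry12 -0.043 (0.48), Ccl12 -0.14 (0.71), Ccl2 -0.22 (0.41), Ccl24 -0.087 (0.76), Cxcl2 -0.062 (0.60), and in CSD1 Ccl12 -0.17 (0.023), and in CSD7 Ccl12 -0.36 (0.041), Ccl2 -0.21 (0.093), Ccl24 -0.19 (0.22), Cxcl2 -0.067 (0.24).

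Lists whose test pointed the other way are given with their median under the setting and, in parentheses, the median first reported; the test asks for movement beyond other rows, so its direction can turn while the median keeps its sign. The cause was not tested. With quantile normalization applied again: in CSD1 oxidative phosphorylation 0.045 (0.50), TGF-beta signalling 0.055 (0.41), MHC class I presentation -0.021 (0.38), and in CSD7 oxidative phosphorylation 3.44e-03 (0.40), MHC class I presentation -3.74e-03 (0.32), and in CSD14 oxidative phosphorylation 0.019 (0.35), circadian clock 0.036 (0.30), and in CSDrec against CSD14 endothelial identity 0.016 (-0.090), nutrient transporters and efflux pumps 0.010 (-0.064). With the label number as a covariate: in CSD7 endothelial identity 0.035 (0.22), tight and adherens junction 0.10 (0.36), nutrient transporters and efflux pumps 0.081 (0.29), transcytosis 0.14 (0.45), shear stress and mechanosensing 0.019 (0.35), and in CSDrec endothelial identity -0.21 (0.22), leukocyte adhesion -0.17 (0.34), reactive oxygen and redox -2.07e-03 (0.30), fatty acid synthesis and storage 0.072 (0.43), cholesterol synthesis 0.099 (0.30), TGF-beta signalling -0.12 (0.39), basement membrane and matrix -0.021 (0.40), angiogenesis -0.17 (0.40), tight and adherens junction -0.24 (0.26), nutrient transporters and efflux pumps -0.20 (0.21), transcytosis -0.18 (0.31), shear stress and mechanosensing -0.27 (0.34), interferon response -0.12 (0.33), unfolded protein response -0.27 (0.39), circadian clock -0.055 (0.22), MHC class I presentation 2.64e-03 (0.42), arterial endothelium -0.16 (0.80). Without HC animals 1 and 2: in CSDrec cholesterol synthesis 2.91e-04 (0.30), FGF signalling 0.081 (0.30), interferon response 0.023 (0.33). With the macrophage marker score as a covariate: in CSDrec border macrophage markers -0.13 (0.70), platelet markers -0.017 (0.37), chemokine ligands -0.035 (0.28), FGF signalling 0.050 (0.30), and in CSDrec against CSD14 endothelial identity 0.066 (-0.090), microglia markers -0.26 (0.18), pericyte markers -0.22 (0.68), chemokine ligands -0.095 (0.078), nutrient transporters and efflux pumps -0.031 (-0.064).

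Leaving out 1 animal at a time, the F-test count ran from 0 (without HC animal 1 or 2, CSD7 animal 17, CSD14 animal 12 or 15, or CSDrec animal 29, 30 or 31) to 9091 (without HC animal 6). Rows higher ran from 0 to 11302 (CSD1), 0 to 12778 (CSD7), 9 to 11328 (CSD14) and 0 to 10551 (CSDrec). Rows lower ran from 0 to 5324 (CSD1), 0 to 5700 (CSD7), 1 to 4577 (CSD14) and 0 to 3239 (CSDrec). Rows up 1.3-fold ran from 0 to 6265 (CSD1), 0 to 6331 (CSD7), 0 to 6160 (CSD14) and 0 to 5571 (CSDrec). Rows down 1.3-fold ran from 0 to 1429 (CSD1), 0 to 1355 (CSD7), 0 to 1282 (CSD14) and 0 to 1111 (CSDrec). The highest of these counts all came without HC animal 6, and the lowest without various animals: HC animal 2 alone for CSD7 higher and lower, HC animal 1 alone for CSD14 higher and lower, CSDrec animal 29 alone for CSDrec higher, and for the others several HC and stressed animals in turn, each giving 0. A share of 0% of the 1.5-fold lists in 1 group alone, which CSD1 animal 19, CSD7 animal 16, CSD14 animal 13 or CSDrec animal 28 gives when left out, rests on 1 or 2 rows past the F-test. The shares of 0% with a trended variance and 100% with quantile normalization rest on at most 3 rows, those past the F-test there. List shifts ran from 92 (without HC animal 5 or CSDrec animal 30) to 105 (without CSD1 animal 4 or CSD7 animal 9), the share of the 1.5-fold lists in 1 group alone from 0% to 36.8% (without CSD1 animal 4), each stress group against the others from 0 to 15 (without CSD1 animal 4), CSDrec against CSD14 from 0 to 1 (without CSDrec animal 31), and the ratio of spreads from 0.750 (without CSD1 animal 4) to 2.67 (without CSD1 animal 19). Genes that changed sign without 1 animal had these ranges: Acta2 in CSD14 -0.050 to 0.40, Kcnj8 in CSD1 -0.67 to 0.099, Kcnj8 in CSD7 -0.49 to 0.28, Kcnj8 in CSDrec -0.56 to 0.21, Ccl12 in CSD1 -0.082 to 0.12, Ccl12 in CSD7 -0.086 to 0.11, Ccl2 in CSD1 -0.051 to 0.016, Ccl2 in CSD7 -0.036 to 0.16 and Ccl24 in CSD1 -0.10 to 0.047. The cause was not tested.

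Among list results, those that kept their direction and side of the threshold were 56 of 109 with dim rows left out, 109 of 109 with 1 symbol, 109 of 109 with a trended variance, 60 of 109 with quantile normalization, 102 of 109 with centring, 93 of 109 with array weights, 46 of 109 with the label number, 83 of 109 without HC animals 1 and 2, 92 of 109 with the macrophage score, 109 of 109 with the mean of all rows of a gene and 0 of 109 with an estimated correlation. Among single genes and groups they were 106 of 129 with dim rows left out, 134 of 161 with 1 symbol, 133 of 161 with a trended variance, 64 of 161 with quantile normalization, 133 of 161 with centring, 96 of 161 with array weights, 43 of 161 with the label number, 58 of 161 without HC animals 1 and 2, 62 of 161 with the macrophage score, 90 of 161 with the methods' test and 62 of 149 in fits of 2 groups. Normexp background correction was not run, since no scanner files are used here, nor was a block for slide or scan date, since none is given. No paired analysis was possible because each animal gave 1 array and no numbers link animals of different groups. According to the methods each collection day held several conditions. The day of each array is not given in the sources used here, so no block for day was fitted. Rows near the receptor level limit what can be seen: 30417 of the 65956 tested rows have a mean above log2 3.09, and at or below it a signal is not told from background.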

Differences from the paper's values

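The paper reports 3174 transcripts that differ across the groups, and 366 rows passed here at the same threshold (q < 0.05). The sets adjusted over may differ: 65956 rows were tested here, 33206 of them without a symbol, and the methods give a smaller number of gene fragments. Of the alternatives set before the data were examined, rows with 1 symbol only (2237) comes within 1.5 times of the paper's count, and rows above the receptor level (1753), the methods' ordinary F-test (0), a trended variance (3), quantile normalization again (3), median centring (0), array weights (10781) and the label number as a covariate (45) do not. The paper counts 1009 predicted genes among them and 59 were found here; none of these alternatives comes within 1.5 times of the paper's (234 above the receptor level, 363 with 1 symbol and 2159 with array weights are the nearest).

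For changes of at least 1.3-fold the paper gives 578 transcripts up in any group, against 353 here, and no alternative set before the data were examined comes within 1.5 times of it (1723 above the receptor level, 2072 with 1 symbol, 3685 with array weights, 30 or fewer with the others). It gives 48 down in any group, against 12 here, and 27 predicted genes among these, against 2 here. Rows with 1 symbol only (42 and 25) come within 1.5 times of these, and the other alternatives (0 to 21 and 855, and 0 to 5 and 259) do not. The counts up in each single group are within 1.5 times of the paper's only with the values as deposited and the settings reported first. Under each alternative set before the data were examined they are not, in any group. In CSD1, where the paper gives 247, the alternatives gave 0 to 23 or 1586 to 3164.

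For changes of at least 1.5-fold the figure shows about 62 transcripts in CSD1, about 82 in CSD7, about 86 in CSD14 and about 48 in CSDrec in Fig. 2g, read by eye, against 191, 206, 212 and 80 here; no alternative set before the data were examined comes within 1.5 times of these. Of those in 1 group alone, it shows about 24 in CSD7 and about 18 in CSDrec in Fig. 2g, read by eye, against 10 and 2 here. For CSDrec the rows above the receptor level (18) match, and the other alternatives do not; for CSD7 none does.

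The paper states that most altered transcripts rose, and so they did here with all arrays as deposited. Of 366 rows 353 were up 1.3-fold in some group. With all arrays set to one distribution 3 rows passed the F-test, and 1 was up and 2 were down 1.3-fold in some group. Without HC animals 1 and 2, rows higher in CSD1, CSD7, CSD14 and CSDrec numbered 0, 3, 2 and 0. Rows lower numbered 0, 1, 4 and 0. The paper places leukocyte migration genes in recovery, and of the 11 it labels 0 passed in CSDrec here, 10 of them being at least 1.3-fold above HC; Ccl24, Ccl12, Cxcl2 and Ccl2 had adjusted p = 0.062, 0.077, 0.063 and 0.098. It gives Tek and Kdr as raised on day 14, and neither passed here (adjusted p = 0.12 and 0.27), while Eng did (adjusted p = 0.013). Ccl24 and Cxcl2 did pass in CSDrec with rows above the receptor level, with rows of 1 symbol only, and without HC animal 5 or HC animal 6. Ccl24 also passed without CSDrec animal 31, and Ccl12 without HC animal 5. Tek and Kdr passed in CSD14 under none of the settings run, while Tek passed in CSDrec without HC animal 6 and in CSD7 without CSD7 animal 9.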

Other observations

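Leaving out HC animals 1 and 2 was chosen after seeing the data; the lists and the other tests in this part were set before.

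Early response genes were higher than HC in each stress group, with medians over 26 genes of 0.58, 0.78, 0.93 and 0.60 in CSD1, CSD7, CSD14 and CSDrec (adjusted p = 8.4e-04, 2.7e-06, 3.0e-11 and 2.0e-10; adjusted p = 0.60 with an estimated correlation). Over all rows 6, 17, 22 and 6 passed and adjusted over the list alone 16, 21, 24 and 24; without HC animals 1 and 2 that last count was 7, 19, 20 and 15. In CSD14 the stress kinase regulator Gadd45g rose by 1.43 (standard error 0.23) and the transcription factor Fos by 1.25 (0.28), and in CSDrec Atf3 rose by 1.32 (0.21). These genes also answer to the handling and dissociation of tissue. Between CSDrec and CSD14 the list did not pass (adjusted p = 0.15).

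Glucocorticoid response genes had medians of 0.60, 0.75, 0.74 and 0.27 (adjusted p = 5.7e-05, 2.7e-06, 1.6e-06 and 0.093; adjusted p = 0.60 in CSD7 with an estimated correlation), so that they passed in CSD1, CSD7 and CSD14 and not in CSDrec. The members past the test over all rows numbered 7, 16, 13 and 0 of 20, 19, 17, 20 and 4 adjusted over the list alone and 10, 17, 14 and 2 without HC animals 1 and 2. In CSD7 the metallothionein Mt2 rose by 1.17 (standard error 0.25) and the metabolic kinase Pdk4 by 1.14 (0.26), and in CSD14 the kinase Map3k6 rose by 1.05 (0.19). The list was lower in CSDrec than in CSD14 (adjusted p = 1.3e-15; adjusted p = 0.24 with an estimated correlation).

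Chaperones and sensors of the unfolded protein response had medians of 0.60, 0.50, 0.45 and 0.39 (adjusted p = 2.7e-06, 4.1e-05, 2.3e-04 and 4.5e-04; adjusted p = 0.60 with an estimated correlation), led by Creld2 (0.89 in CSD1, standard error 0.18) and Xbp1 (0.81, 0.18). Of 19 members 12, 12, 8 and 0 passed over all rows, 18, 18, 14 and 15 adjusted over the list alone and 7, 4, 1 and 1 without HC animals 1 and 2. Hypoxia response genes were higher in CSD1, CSD7 and CSD14 (medians 0.43, 0.53 and 0.53, adjusted p = 0.004, 3.5e-04 and 0.0016; adjusted p = 0.60 with an estimated correlation) and not in CSDrec (adjusted p = 0.13), with the vasodilator peptide gene Adm at 1.39 in CSD7 (standard error 0.37). Their counts of 15 were 4, 9, 8 and 0, 10, 13, 10 and 5 and 1, 7, 4 and 0 in the same order.

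Basement membrane genes had medians of 0.36, 0.39, 0.31 and 0.40 (adjusted p = 8.2e-04, 2.7e-04, 3.9e-04 and 1.1e-05; adjusted p = 0.60 with an estimated correlation), with the collagen genes Col4a1 (0.79 in CSD1, standard error 0.19) and Col18a1 (0.72 in CSD14, 0.11) in front. Of 20 members 6, 8, 10 and 0 passed over all rows, 10, 18, 15 and 17 adjusted over the list alone and 4, 5, 5 and 5 without HC animals 1 and 2.

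MHC class I genes passed in each group (medians 0.38, 0.32, 0.39 and 0.42, adjusted p = 0.022, 0.045, 0.0047 and 0.0016; adjusted p = 0.60 in CSD14 with an estimated correlation), with the peptide transporter Tap2 at 0.58 in CSD14 (standard error 0.13), and counts of 1, 2, 2 and 0 of 10 over all rows, 8, 6, 8 and 10 adjusted over the list alone and 0, 0, 1 and 1 without HC animals 1 and 2. With all arrays set to one distribution the medians were -0.02, 0.00, 0.13 and 0.20 and none passed. MHC class II genes passed in no group (adjusted p = 0.82, 0.47, 0.83 and 0.45). Interferon response genes passed in CSD14 and CSDrec (medians 0.36 and 0.33, adjusted p = 0.0054 and 0.011; adjusted p = 0.66 with an estimated correlation), with Usp18 at 0.75 (standard error 0.19). Of 26 interferon genes 0, 4, 7 and 0 passed over all rows and 0, 6, 15 and 7 adjusted over the list alone, and without HC animals 1 and 2 none did and neither group passed (adjusted p = 0.58 and 0.75).

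Circadian clock genes passed in CSD14 and CSDrec (medians 0.30 and 0.22, adjusted p = 0.046 and 0.035; adjusted p = 0.66 and 0.65 with an estimated correlation), and not without HC animals 1 and 2. The period gene Per1 rose by 0.50 in CSD7 (standard error 0.09). Of 15 members 2, 3, 3 and 0 passed over all rows, 6, 8, 5 and 6 adjusted over the list alone and 0, 2, 1 and 2 without HC animals 1 and 2. The 3 erythrocyte markers with a row of their own passed in no group (adjusted p = 0.71, 0.30, 0.33 and 0.92).

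With the label number as a covariate several of these lists pointed the other way in CSDrec: unfolded protein response (median -0.27), interferon response (-0.12), circadian clock (-0.055), basement membrane (-0.021) and MHC class I (0.0026). Label numbers of HC and CSDrec animals do not overlap, so these turns do not show a fall below HC.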
